# Identification and characterization of mouse otic sensory lineage genes

**DOI:** 10.3389/fncel.2015.00079

**Published:** 2015-03-19

**Authors:** Byron H. Hartman, Robert Durruthy-Durruthy, Roman D. Laske, Steven Losorelli, Stefan Heller

**Keywords:** cochlea, vestibular, microarray, inner ear, transcriptome

## Abstract

Vertebrate embryogenesis gives rise to all cell types of an organism through the development of many unique lineages derived from the three primordial germ layers. The otic sensory lineage arises from the otic vesicle, a structure formed through invagination of placodal non-neural ectoderm. This developmental lineage possesses unique differentiation potential, giving rise to otic sensory cell populations including hair cells, supporting cells, and ganglion neurons of the auditory and vestibular organs. Here we present a systematic approach to identify transcriptional features that distinguish the otic sensory lineage (from early otic progenitors to otic sensory populations) from other major lineages of vertebrate development. We used a microarray approach to analyze otic sensory lineage populations including microdissected otic vesicles (embryonic day 10.5) as well as isolated neonatal cochlear hair cells and supporting cells at postnatal day 3. Non-otic tissue samples including periotic tissues and whole embryos with otic regions removed were used as reference populations to evaluate otic specificity. Otic populations shared transcriptome-wide correlations in expression profiles that distinguish members of this lineage from non-otic populations. We further analyzed the microarray data using comparative and dimension reduction methods to identify individual genes that are specifically expressed in the otic sensory lineage. This analysis identified and ranked top otic sensory lineage-specific transcripts including *Fbxo2, Col9a2*, and *Oc90*, and additional novel otic lineage markers. To validate these results we performed expression analysis on select genes using immunohistochemistry and *in situ* hybridization. *Fbxo2* showed the most striking pattern of specificity to the otic sensory lineage, including robust expression in the early otic vesicle and sustained expression in prosensory progenitors and auditory and vestibular hair cells and supporting cells.

## Introduction

The sensory and neuronal cells of the vertebrate inner ear arise from the otic vesicle (OV), a spheroid epithelial structure formed during midgestation embryogenesis through invagination of the otic placode. Of all the developmental lineages of the vertebrate embryo, the otic sensory lineage has the unique capacity to give rise to auditory and vestibular hair cells, supporting cells, and neurons, all of which are essential for hearing and balance function (Figure 1A). The otic placode is derived from posterior preplacodal non-neural ectoderm, specifically within the otic-epibranchial domain (Chen and Streit, 2013). The process of otic induction from preplacodal ectoderm is initiated around embryonic day 8 (E8) in mouse. By E10.5 otic vesicle invagination has encapsulated the otic placode epithelia into a vesicle where subsequent processes of morphogenesis and differentiation give rise to cell fates of the inner ear, including neural, sensory (hair cells and supporting cells) and non-sensory fates (Figures 1B,C). A progressive lineage bifurcation model of otic differentiation is consistent with experimental observations and illustrates how pan-otic progenitor cells of the otic vesicle could give rise to non-sensory, neural, supporting cell, and hair cell populations (Figure 1C). Several signaling pathways including Fgf, Notch, and Wnt have been shown to be involved in specification of the otic placode as well as subsequent specifications of neuronal and prosensory populations (Liu et al., 2003; Jayasena et al., 2008; Dominguez-Frutos et al., 2009; Hartman et al., 2010; Hammond and Whitfield, 2011; Chen and Streit, 2013; Vendrell et al., 2013; Schlosser, 2014). Evolutionarily conserved transcription factors such as Eya1, Six1, Gata3, and Pax2/8 are expressed in the early otic sensory lineage and have been implicated in its specification and development (Xu et al., 1999; Zheng et al., 2003; Hans et al., 2004; Lillevali et al., 2006; Zou et al., 2006; Barrionuevo et al., 2008; Freter et al., 2012). Despite the unique nature of the otic sensory lineage, there are no known markers that unambiguously discriminate this lineage from others persistently through the course of development. The goal of this study was to apply a transcriptome-wide comparison to find such markers. Systematic transcriptome-wide identification of otic lineage distinguishing genes would contribute to our understanding of transcriptional states and gene regulation in inner ear development and function. Furthermore, classification of genes that enable rigorous identification of otic sensory lineage cells would greatly benefit *in vitro* studies of inner ear development and regeneration, which currently rely on combinatorial expression of transient non-specific markers (Oshima et al., 2010; Koehler et al., 2013).

**Figure 1:**
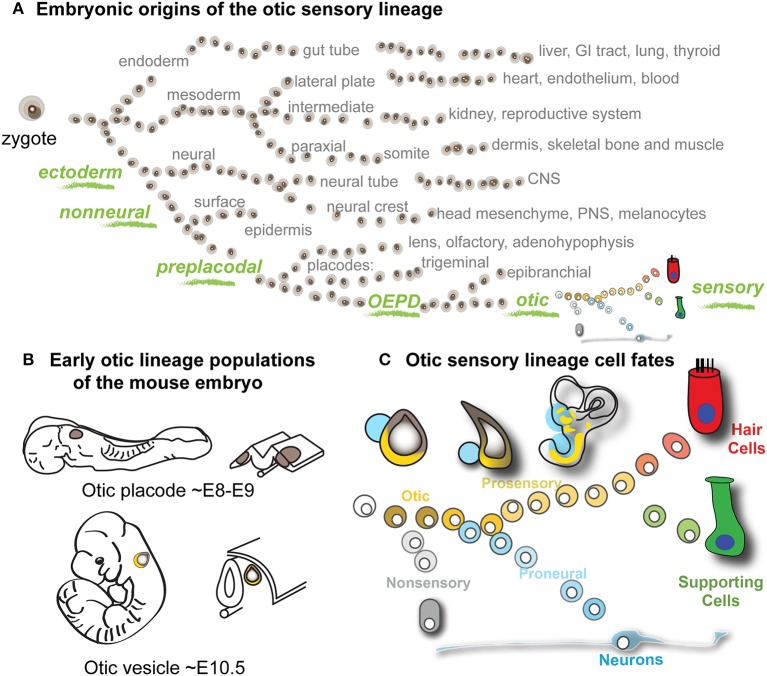
**Otic sensory development and project rationale**. **(A)** Schematic of the major developmental lineages of the vertebrate embryo. The otic sensory lineage is derived from the non-neural preplacodal domain of the ectodermal germ lineage (green). The otic-epibranchial domain (OEPD) gives rise to the otic placode, which invaginates to form the epithelium of the otic vesicle, from which the otic sensory populations differentiate. **(B)** The locations of early otic lineage populations of the mouse embryo are depicted at the placode and vesicle stages with corresponding embryonic ages indicated. **(C)** Model of otic lineage differentiation. Through progressive lineage bifurcations, cells of the otic vesicle give rise to hair cells, supporting cells and neurons, as well as non-sensory epithelial cells of the inner ear.

Here we compare transcriptional states in three branches of the otic sensory lineage (early otic progenitors, sensory hair cells and supporting cells) to those of tissues broadly representing non-otic lineages of vertebrate development. We used multivariate analysis methods to identify correlations across ~25,000 probe sets that distinguish the otic sensory lineage from non-otic populations. Otic consensus genes were identified based on differential expression between otic (otic vesicle, hair cell, and supporting cell) and non-otic groups (whole embryos with otic regions removed and periotic tissues). Otic consensus scores and rankings for each probe were devised as a reduction of enrichment values in each of the three otic categories to further aid in identification of lineage specific genes. Our analyses ranked top otic lineage-specific transcripts and identified many novel genes expressed in early otic progenitors as well as sensory hair cells and supporting cells. We performed additional expression analyses on select genes using immunohistochemistry and *in situ* hybridization, which revealed patterns that concurred with the array data. *Fbxo2* showed the most striking pattern of specificity to the otic sensory lineage, including robust expression in the early otic vesicle and sustained expression in prosensory progenitors, and subsequently in auditory and vestibular hair cells and supporting cells.

## Materials and methods

### Mice

Embryos were collected from timed pregnant CD-1 dams (Charles River). Noon on the day of the vaginal plug was considered to be E0.5 and embryo ages were confirmed according to Theiler (Theiler, 1989). For postnatal mice, postnatal day 0 (P0) was defined as the day of birth. Mice were housed with the Stanford Department of Comparative Medicine and the Stanford University Administrative Panel on Laboratory Animal Care (APLAC) approved all procedures.

### RNA isolation from otic and non-otic tissue populations from E10.5 embryos

Three separate litters of E10.5 CD-1 embryos (Theiler Stage 16–17) were dissected in cold phosphate buffered saline (PBS) using fine forceps and separated into triplicate pools consisting of (1) 20 otic vesicles (OVs), (2) periotic tissue including mesenchyme and hindbrain, and (3) whole embryos minus the greater otic region (Figures 2A,B). RNA was isolated using the Nucleospin RNA XS Kit (Machery Nagel). RNA quality and concentrations were verified with Agilent BioAnalyzer RNA and Nanodrop spectrophotometer assays.

**Figure 2:**
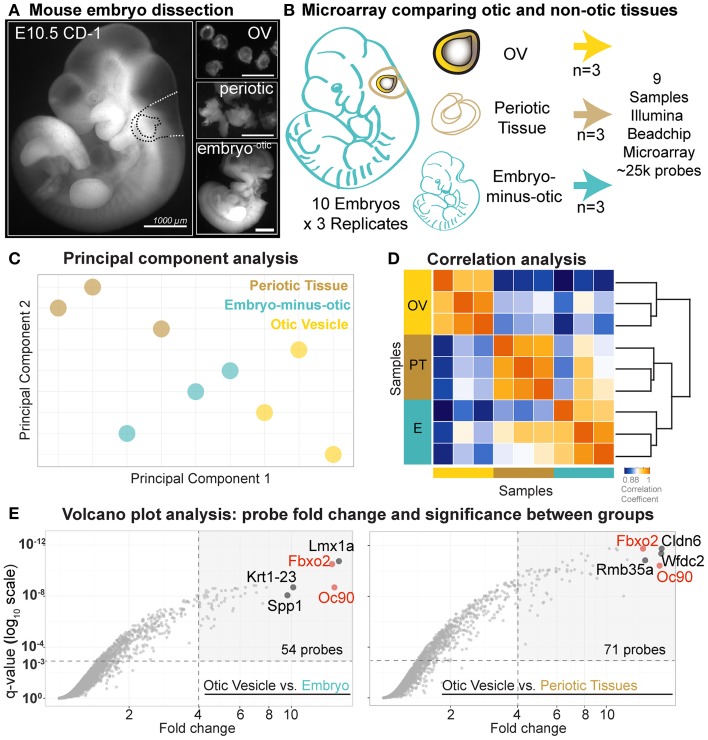
**Comparative early stage otic microarray**. **(A)** E10.5 mouse embryos were dissected into OV, periotic, and the whole embryo minus greater otic region. **(B)** Dissected tissues were collected as indicated and nine samples were processed for microarray. **(C)** Score plot of principal component analysis. Individual replicates for each of the three populations (OV, periotic tissue, embryo minus greater otic region) are projected onto the first two principal components. Color-code corresponds to tissue origin. **(D)** Correlation analysis between samples using Spearman's correlation coefficients as a measure of similarity. Replicates within one group of samples show higher correlation with each other than with samples of other tissue populations. **(E)** Volcano plots display corrected *p*-values (*q*-values) for each probe set as a function of associated fold change values between OV and each non-otic group. Fold change values calculated based on log2-normalized probe intensity values. Horizontal dashed lines indicate statistical significance level of *q* = 0.001. Vertical dashed lines indicate fold change = 4.

### Gene array hybridization

Each of the nine RNA samples was amplified using the Ambion Illumina RNA amplification kit with biotin UTP labeling. The Ambion Illumina RNA amplification kit uses T7 oligo(dT) primer to generate single stranded cDNA followed by a second strand synthesis to generate double-stranded cDNA, which is then column purified. *In vitro* transcription was done to synthesize biotin-labeled cRNA using T7 RNA polymerase. The cRNA was then column purified and a total of 750 ng was hybridized for each array using standard Illumina protocols with streptavidin-Cy3 used for detection. The MouseRef-8 v2.0 Illumina beadchip targets ~25,600 annotated RefSeq transcripts, over 19,000 unique genes, and enables the interrogation of eight samples in parallel. For practical purposes we will refer to the *transcriptome-wide* scope of data from this assay, although technically it is limited because some transcripts are not represented and some probe sets will perform better than others. Slides were scanned on an Illumina Beadstation and analyzed using GenomeStudio (Illumina, Inc.). The data discussed in this publication were deposited in NCBI's Gene Expression Omnibus, accession number GSE65843 (accessible at http://www.ncbi.nlm.nih.gov/geo/).

### Microarray data analysis

Differential microarray analysis was performed with the goal to identify genes enriched in early otic lineage cells as compared broadly to other developmental lineages. At E10.5 the mouse otic vesicle has fully invaginated from the head ectoderm and can be microdissected intact from the surrounding tissues (Figure 2A). Mouse embryos at E10.5 were dissected into three tissue groups, one otic and two non-otic. 20 otic vesicles were pooled for each OV sample and the remaining tissue of the embryos were dissected into two non-otic groups consisting of: (1) pooled periotic tissues including mesenchyme and dorsal neural tissue, and (2) whole embryos minus the greater otic regions (Figures 2A,B). We analyzed gene expression in triplicate samples for each group using MouseRef-8 v2.0 Expression Beadchip Microarrays (Illumina). 

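Each of the 9 RNA pools was hybridized to an array of its own, giving 3 arrays per group from E10.5 embryos, with 20 vesicles in each OV pool. For each of 25697 probes, listed under 18120 gene symbols, the authors deposited the average signal of each array and a detection p-value, which ranks the probe's signal against the negative control beads of that array. The deposited signal was an intensity without normalization between arrays, with a lowest value between 32.8 and 49.2 per array. It was log2 transformed and quantile normalized over the 9 arrays. The paper names the same steps but normalized these arrays together with hair cell and supporting cell arrays, which were not used here. One linear model of the 3 groups was then fitted to each probe with limma, and *q* is the Benjamini-Hochberg adjusted p of a comparison over all probes. A probe was taken as above background on an array when its detection p-value was under 0.01. Between 11283 and 11842 probes were above background on the OV arrays, between 11501 and 12160 on the periotic tissue arrays and between 11366 and 11628 on the embryo-minus-otic arrays. Where a probe was not above background on any array of a group, its fold Δ against that group is given as a lower bound. The bound sets the brighter group's mean against the mean of, on each array, the higher of the dim probe's own value and the lowest value among probes above background. With 3 arrays per group, the number of arrays limits the precision of every mean.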

To initially assess the quality of the data we performed principal component analysis (PCA) on all nine samples (Figure 2C). PCA reduces the high dimensionality of microarray data into a set of linearly uncorrelated variables called principal components, which are defined so that the first principal component retains the largest possible variance (Jollife, 2010). Projections on the first two principal components positioned samples of the same tissue origin in closer proximity with each other than samples from different origins (Figure 2C). 

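On the normalized log2 intensities of all probes, centred and not scaled, the first principal component carried 46.5% of the variance and the second 24.9%. The mean distance on these components between arrays of the same group was 4.91, with a largest distance of 9.06. Between arrays of different groups the mean distance was 49.7 and the smallest was 37.5. The ratio of the means was 10.1, and none of the other partitions of the 9 arrays into 3 groups of 3 gave a ratio as large (exact permutation test over 280 partitions, one-sided, p = 0.0036, the smallest p these partitions allow). Of the alternatives, leaving out the normalization between arrays moved the ratio most, to 1.74 (exact permutation test, one-sided, p = 0.0107).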

As expected, transcriptome-wide expression profiles were more similar between replicates of each group. We also analyzed transcriptome-wide correlation between using Spearman's coefficients, which revealed intra-sample similarities and inter-sample differences (Figure 2D). 

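Over all probes, Spearman's coefficients between arrays of the same group ranged from 0.915 to 0.923 in OV, from 0.918 to 0.923 in periotic tissue and from 0.912 to 0.922 in the embryo-minus-otic group. The mean over the 9 pairs within groups exceeded the mean over the 27 pairs between groups by 0.0209 (exact permutation test over the partitions of the arrays, one-sided, p = 0.0036). Of the pairs between groups, 2 reached the lowest coefficient within a group, and both joined a periotic tissue array to an embryo-minus-otic array. These coefficients are across probes, which are not independent replicates. The alternative that moved the difference most was the restriction to the 11849 probes above background on all arrays of at least 1 group, which gave 0.0520.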

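Between OV and periotic tissue arrays the mean Spearman's coefficient was 0.895, with a range from 0.8845 to 0.904. Between OV and embryo-minus-otic arrays it was 0.892, with a range from 0.879 to 0.906. Both ranges lie below every coefficient within a group. The non-otic groups were closer to each other, with a mean of 0.904 and a range from 0.894 to 0.914.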

Correlation coefficients and the structure of the associated dendrogram indicate that transcriptional profiles of otic vesicle cells are distinct from the two non-otic sample populations.

To compare gene expression in multiple otic sensory populations to non-otic populations, the data for the nine samples from E10.5 embryos described above were analyzed alongside equivalently generated array datasets for FACS-sorted neonatal cochlear hair cells and supporting cells generated in an earlier study (Sinkkonen et al., 2011). These included Illumina MouseRef-8 v2.0 datasets from P3 cochlear hair cells (HCs, *n* = 4, Atoh1-GFP+) and supporting cells (SCs, *n* = 2, Atoh1-GFP-/CD271L/CD146L/CD326+); NCBI Gene Expression Omnibus accession number GSE62582. GeneSpring 12.6 software and R 3.1.1 software packages (RStudio) were used for multivariate microarray data analysis. Data values were log2-transformed and quantile normalization was applied. Quantile normalization removes non-biological variance between arrays by making the distribution of probe intensities the same for each sample based on a normalization distribution chosen by averaging each quantile across all samples (Bolstad et al., 2003). Group means of expression and standard deviation (SD) were calculated for the five groups: E10.5 otic vesicle (OV), E10.5 periotic tissue, E10.5 embryo-minus-otic, and P3 hair cells (HCs) and supporting cells (SCs). Means of expression levels were compared between the otic groups and each of the two non-otic sample groups and fold change (fold Δ) values were calculated as the ratio of normalized mean intensities (for log2-transformed data, fold Δ = 2^∧^(A−B), where A and B represent log2-transformed normalized intensity values for two different samples). All probes were ranked in three categories based on fold Δ in expression value in the OV, HC, and SC groups vs. the maximum expressing non-otic group (periotic or embryo-minus-otic) for the given probe. Calculated *p*-values (moderated *t*-test, Smyth, 2004) were corrected for multiple comparisons using Benjamini and Hochberg's false discovery rate algorithm (termed *q*-values, Benjamini and Hochberg, 1995; Benjamini and Yekutieli, 2005). The R packages *FactoMinerR* and *gplots* were used to perform principal component analysis and visualize correlation and expression data in heat map format.

To identify otic vesicle specific genes we compared expression values between the E10.5 OV and the two non-otic populations individually (periotic, and embryo-minus-otic groups). Use of different non-otic reference populations affects the fold change values for some genes more than others. This is illustrated by the differences in probes with high fold change (fold Δ > 4) and high significance (*q* < 0.001) between comparisons (Figure 2E). For the OV vs. embryo-minus-otic comparison, 54 probes meet this cutoff, while 71 probes are found for the OV vs. periotic tissue. 

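In the deposited data, 51 probes were more than 4-fold higher in OV than in the embryo-minus-otic group with *q* under 0.001, and 71 probes were more than 4-fold higher in OV than in periotic tissue at the same threshold. Of these, 44 probes passed in both comparisons, 7 only against the embryo-minus-otic group and 27 only against periotic tissue. The non-otic group was not above background on any array for 6 of the 51 probes and for 15 of the 71 probes, so the fold Δ counted for them is a fitted value. Their lower bound was under 4-fold for 4 and 5 probes, respectively. The background correction moved these counts most. With limma's neqc, which subtracts a background estimated from the detection p-values before quantile normalization, 111 and 155 probes passed.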

The probes with highest fold change in each category also change between comparisons, but some probes have high fold change in both, such as *Fbxo2* and *Oc90*, which are found in the top 5 probes for both comparisons. 

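By fitted fold Δ against the embryo-minus-otic group, the highest probes were for *Lmx1a* (15.5-fold), *Oc90* (14.8-fold) and *Fbxo2* (14.4-fold), followed by *Krt1-23* (at least 8.71-fold) and *Spp1* (at least 7.12-fold). The places of *Krt1-23* and *Spp1* are open, since *Cldn6* with 8.84-fold lies above both lower bounds. Against periotic tissue they were for *Wfdc2*, which the array lists as 1600023A02Rik (21.7-fold), *Cldn6* (21.1-fold), *Oc90* (at least 15.0-fold), *Rbm35a* (16.2-fold) and *Fbxo2* (14.1-fold), where the place of *Oc90* is likewise open. Largest of the limma *q*-values of these 10 comparisons was 2.06e-09, that of *Spp1* against the embryo-minus-otic group.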

To rank genes based on the most conservative assessment of otic specificity, OV fold change values were determined using the highest non-otic intensity value for each probe (either the embryo-minus-otic, or the periotic tissue) (Supplemental File 1).

### Whole mount fluorescent immunohistochemistry

Whole embryos (E10.5–E12.5) or dissected neonatal cochlea tissues were fixed overnight at 4°C in either 4% paraformaldehyde (PFA) in phosphate-buffered saline at pH 7.4 (PBS), or *Glyofixx* (Thermo Fisher Scientific, Waltham, MA). Samples were washed in PBS then permeabilized with 2% TritonX100 in PBS for 1 h at room temperature. Samples were incubated in blocking solution (10% fetal bovine serum, 0.5% TritonX100, in PBS) overnight at 4°C. Primary antibodies were diluted in blocking solution and samples were incubated for three nights at 4°C with rocking. Samples were washed 4x in blocking solution for 1 h at room temperature, then overnight at 4°C, all with rocking. Species-specific Alexafluor 488-/568-/ or 633-conjugated secondary antibodies (Life Technologies) were diluted in blocking solution and samples were incubated for 2 nights at 4°C with rocking. Samples were washed twice at room temperature for 1 h in blocking solution, twice for 1 h in PBS, then overnight in PBS at 4°C, all with rocking. For optical clearing of whole embryos, samples were incubated at 4°C with rocking in Scale/A2 (Hama et al., 2011) for at least 5 days, with 2–3 changes of the Scale/A2 solution. For imaging, whole embryos were mounted in Scale/A2 between glass coverslips in imaging chambers consisting of 2–3 stacked 0.5 mm adhesive silicone spacers, modified from SecureSeal Hybridization Chambers (Grace Biolabs). Optically cleared embryos were imaged with a Zeiss LSM700 confocal microscope using a 10X or 20X objective to generate multiple z-stacks for coverage of the whole specimen. Maximum intensity z-projections were stitched together in Adobe Photoshop CS6 using the auto blend layers function.

### Cryosection fluorescent immunohistochemistry

Embryonic heads or neonatal inner ears were fixed overnight at 4°C in 4% PFA in PBS. Samples were washed in PBS, then cryoprotected through graded sucrose in PBS (10% sucrose, 20% sucrose, 30% sucrose), then embedded in OCT (Tissue Tek), frozen in a bath of ethanol and dry ice, sectioned at 12 μm, and mounted on Superfrost+ slides (Fisher Scientific). Slides with cryosections were then washed briefly in PBS and incubated with blocking solution (10% fetal bovine serum, 0.5% TritonX100, in PBS). Primary antibodies were diluted in blocking solution and incubated overnight at 4°C. Slides were then washed in PBS 3 × 10 min and incubated in species-specific Alexafluor 488-/568-/ or 633-conjugated secondary antibodies (Life Technologies). After immunostaining, slides were coverslipped in Fluoromount G (Southern Biotechnology, Birmingham, AL, USA) and imaged on a Zeiss LSM700 confocal microscope.

### Antibodies

The following primary antibodies were used for section and whole mount immunohistochemistry, at the dilutions indicated: rabbit anti-Fbx2 (1:300, Kato et al., 2005, gift of A. Kato and D. Bredt), goat anti-Sox2 (1:300, Santa Cruz Biotechnology, Sox2 Y-17, cat. no. SC-17320); goat anti-Sox10 (1:100, Santa Cruz Biotechnology, Sox10 N-20, SC-17342); mouse anti-Tuj1 (1:2000, Millipore, Ms X beta III tubulin, MAB5564); goat anti-Jag1 (1:300 Santa Cruz Biotechnology, Jag1 C-20, SC-6011); rabbit anti-COL9A2 (1:100, Atlas Antibodies, HPA056316), and rabbit anti-Pax2 (1:100, Covance).

### Paraffin section *in situ* hybridization

Digoxigenin-labeled probe was *in vitro* transcribed from a linearized complementary DNA clone corresponding to *Oc90* (MGC:59513 IMAGE:6334417). *In situ* hybridization was performed as previously described (Hartman et al., 2007). Briefly, whole embryos (E10.5 and E12.5) or half heads (E14.5 and older) were fixed overnight at 4°C in modified Carnoy's solution (60% ethanol, 11.1% formaldehyde (30% of 37% stock), 10% glacial acetic acid), dehydrated though an ethanol series, prepared for paraffin embedding, and sectioned at 10 μm. Slides were baked overnight at 68°C, dewaxed in xylene, rinsed in ethanol, and air-dried at room temperature. Overnight hybridization and subsequent washes were carried out at 68°C. Hybridized probe was detected using anti-digoxygenin alkaline phosphatase conjugated antibody (1:2000 dilution, Roche Biochemical, Indianapolis, IN, USA) and visualized with NBT/BCIP for a blue precipitate. After *in situ* hybridization, sections were postfixed in 4% PFA and coverslipped with Fluoromount G.

## Results

### Identification of genes distinguishing the otic vesicle from other lineages of the midgestation embryo

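When each probe's OV mean was set against the larger of its non-otic group means, the OV fold Δ was 14.8 at rank 1, 4.56 at rank 30, 2.55 at rank 100 and 1.95 at rank 200. A fold Δ above 4 with *q* under 0.05 was found for 44 probes. The embryo-minus-otic group was the higher reference for 32 of them and periotic tissue for 12. For 6 of the 44 a non-otic group not above background left only a lower bound, which was under 4-fold for 4 of them. With neqc 98 probes passed, the largest change among the alternatives, and with the highest single non-otic array as the reference 31 passed.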

OV fold Δ values (see Methods) for the top 100 OV probes range from about 15- to 3-fold, and 47 probes had OV fold Δ values greater than 4 (Supplemental File 1). 

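The largest limma *q*-value among the 200 probes with the highest OV fold Δ was 0.0057 (Benjamini-Hochberg adjusted), and 198 of them had *q* under 0.001. For all 200 probes every OV array was above each of the 6 non-otic arrays, an arrangement that chance gives for 1.19% of probes. These probes were ranked on the same arrays, so that share does not apply to them as a test.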

Low *q*-values indicated high statistical significance (*q* < 0.05) for the vast majority of the probes that ranked in the top 200 based on OV fold Δ (Table 1 and Supplemental File 1). Sensitivity and dynamic range are highly dependent on probe design and differ greatly between probes. This is reflected in the broad range of average OV intensity values among the top 30 OV probes (Table 1) and illustrates the necessity for differential comparison to reference populations. 

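Among the 30 probes with the highest OV fold Δ, the OV mean log2 intensity ranged from 8.11 to 12.9 with a median of 9.84, against a median of 6.06 over all probes on the array. The SD between the 3 OV arrays ranged from 0.0220 to 0.44 log2 units among these 30 probes.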

The MouseRef-8 Beadchip represents most genes with only a single probe (identified by Probe_ID, Supplemental File 1), however some genes are represented by more than one probe. 

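Of the 18120 symbols in the deposited table, 13211 (72.9%) had 1 probe and 4909 had more, up to 14. The 30 highest OV probes stood for 28 symbols, and the 200 highest for 178 symbols.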

The inclusion of two non-otic reference populations is useful for assessing dynamic range, estimating limit of detection and in some cases identification of the presence of non-otic expression sites. If an OV specific gene were not substantially expressed in other tissues then we would not expect to see differential expression between the two non-otic populations. Thus, periotic vs. embryo fold Δ values and statistical comparisons are included in Table 1 and Supplemental File 1.

**Table 1:** **Top 30 probes ranked by OV fold Δ vs. maximum non-otic population**.

**Gene**	**E10.5 otic vesicle**		**Otic vesicle vs. Max non-otic**			**Periotic vs. Embryo**	
	**Mean intensity**	***SD***	**OV Fold Δ**	***q*-value**	**OV rank**	**Fold Δ** (abs)	**UpReg (q > 0.05)**
***Oc90***	**10.97366167**	**0.419246795**	**15.316797**	**2.08E-09**	**1**	**1.132771783**	**NS**
***Fbxo2***	**10.87404333**	**0.072690153**	**14.622012**	**1.74E-12**	**2**	**1.023630354**	**NS**
*Lmx1a*	11.06934217	0.056113649	11.061509	3.38E-04	3	1.448138913	Periotic
*Krt1-23*	10.25196333	0.288855995	10.184871	2.04E-09	4	1.220269579	NS
*Spp1*	9.971883833	0.332888479	8.454517	1.67E-10	5	1.136606365	NS
*Cldn6*	13.18188567	0.089216859	7.5281053	3.69E-08	6	2.35525402	Embryo
Wfdc2^*^	13.53477267	0.213203	7.073592	5.33E-09	7	2.496286749	Embryo
*Gata3*	11.364921	0.142121662	7.0340185	1.49E-09	8	1.173139844	NS
***Col9a2***	**10.07369633**	**0.153509332**	**6.894713**	**1.49E-09**	**9**	**1.008878076**	**NS**
*Arhgef19*	9.768474333	0.09629171	6.341925	2.08E-09	10	1.218514062	NS
*Rbm35a*	12.29022383	0.143019237	6.3149257	6.10E-09	11	2.368308192	Embryo
*Plekhb1*	10.08439517	0.16829363	5.946511	6.30E-11	12	1.312607244	NS
*Hs3st1*	10.46399633	0.195136572	5.8575263	2.70E-09	13	1.048332013	No
*Rgcc*	10.77107167	0.161833702	5.628432	1.19E-08	14	1.990202734	Embryo
*Tbx2*	9.984906	0.297733516	5.626228	9.24E-08	15	1.702381408	Embryo
*Prss8*	10.105778	0.16620698	5.5848174	1.45E-07	16	1.290586405	NS
*Sh3gl2*	9.860674833	0.135098031	5.195888	8.67E-11	17	1.002118118	NS
Wfdc2^*^	9.499769333	0.302036446	5.1527414	2.46E-08	18	1.227582286	NS
*Marveld3*	9.041756667	0.133118972	5.006034	3.82E-09	19	1.094974091	NS
*Vwa2*	9.691604	0.165306445	4.864665	5.78E-08	20	1.376504348	NS
*Bdnf*	9.836624667	0.178453967	4.78742	8.09E-09	21	1.246577778	NS
*Espn*	10.76721233	0.250324449	4.7623343	1.19E-08	22	2.301431921	Embryo
*Plekha4*	9.914148	0.299348822	4.7167573	8.07E-09	23	1.282688658	NS
*Fgf10*	10.70834767	0.021669661	4.700219	2.49E-09	24	2.193222734	Embryo
*Car4*	10.77693067	0.369327027	4.63751	2.23E-06	25	1.171838835	NS
*Prr15*	9.310321667	0.225649081	4.6330085	2.20E-08	26	1.146866527	NS
*Col6a1*	10.12810567	0.204186116	4.622068	2.27E-09	27	1.199047241	NS
*Six1*	11.91456133	0.035842889	4.5915775	2.49E-09	28	1.492275252	Embryo
*Socs2*	12.39277283	0.234257353	4.547705	2.49E-09	29	1.097722074	NS
*Myo7a*	9.023172167	0.481244122	4.538013	1.31E-07	30	1.027957463	NS

OV rank was determined based on fold Δ in mean OV intensity vs. that of the maximum expressing non-otic group for a given probe. Genes that appear more than once (^*^) are represented by multiple probe sets and those in bold are included in validation studies in later sections. OV, otic vesicle; SD, standard deviation; NS, not significant.

The top-ranking OV probe was for the *Oc90* gene, with an OV fold Δ of 15.32 (*q* = 2.08E-09), while the probe for *Fbxo2* had an OV fold Δ value of 14.62 (*q* = 1.74E–12) (Figure 2E, Table 1, and Supplemental File 1). Both probes exhibited low non-otic group intensity values without significant differences between periotic and embryo-minus-otic samples (*Oc90* fold Δ = 1.13, *q* = 0.506; *Fbxo2* fold Δ = 1.02, *q* = 0.946, Supplemental File 1), suggesting that these two genes are otic-specific. Both of these genes were initially discovered based on high expression of RNA or protein in screens of rodent cochlea (Thalmann et al., 1997, 2003; Verpy et al., 1999). 

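*Oc90* lies on chromosome 15 according to the array's annotation. Its probe had a log2 intensity of 10.09 ± 0.44 (SD, n = 3 arrays) in OV, 6.03 ± 0.16 in periotic tissue and 6.20 ± 0.026 in the embryo-minus-otic group. The OV fold Δ was 14.8 (log2 3.89, standard error 0.16, *q* = 3.62e-10, limma with Benjamini-Hochberg adjustment), the highest on the array. The *Oc90* probe was above background on all OV arrays, on no periotic tissue array and on 1 embryo-minus-otic array. The *Fbxo2* probe, on chromosome 4, had 9.98 ± 0.075 in OV, 6.17 ± 0.18 in periotic tissue and 6.13 ± 0.12 in the embryo-minus-otic group. Its OV fold Δ was 14.1 (log2 3.81, standard error 0.10, *q* = 4.84e-12, limma), the second highest. It was above background on all OV arrays and on 1 array of each non-otic group. The 3 OV arrays differed more for *Oc90* than for *Fbxo2*, and with each array left out in turn the fold Δ stayed between 12.5 and 17.1 for *Oc90* and between 13.5 and 14.7 for *Fbxo2*. Of the alternatives, neqc raised them most, to 31.2 for *Oc90* and 30.4 for *Fbxo2*.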

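The difference between periotic tissue and the embryo-minus-otic group was -0.17 log2 units for *Oc90* (standard error 0.16, *q* = 0.725, limma with Benjamini-Hochberg adjustment) and 0.032 for *Fbxo2* (standard error 0.10, *q* = 0.938). The difference for *Fbxo2* is smaller than the SD of either group, and that for *Oc90* is about the SD in periotic tissue and larger than that in the embryo-minus-otic group. For *Fbxo2* the direction changed under some alternatives, for example to a periotic tissue over embryo-minus-otic ratio of 0.953 without normalization between arrays. Most non-otic arrays did not measure either probe above background, so a difference between the non-otic groups below that level was not detectable. From the low non-otic intensities and the lack of a difference between the non-otic groups, the paper proposes that *Oc90* and *Fbxo2* are specific to the otic lineage.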

A probe for *Col9a2* (OV rank 9, OV fold Δ = 6.89, *q* = 1.49E-09) also had nearly identical intensities between the two non-otic populations (periotic vs. embryo fold Δ = 1.01, *q* = 0.981) suggestive of very low or undetectable expression in other lineages. 

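The *Col9a2* probe, on chromosome 4, ranked 10 by OV fold Δ. Its log2 intensity was 9.15 ± 0.16 (SD, n = 3 arrays) in OV, 6.42 ± 0.22 in periotic tissue and 6.44 ± 0.057 in the embryo-minus-otic group. The OV fold Δ was 6.57 (log2 2.72, standard error 0.11, *q* = 3.86e-10, limma with Benjamini-Hochberg adjustment). Periotic tissue minus embryo-minus-otic gave -0.014 log2 units (*q* = 0.976), and the ratio rose to 1.01 with median normalization. *Col9a2* was above background on 2 of 3 periotic tissue arrays and on all embryo-minus-otic arrays, unlike *Oc90* and *Fbxo2*.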

Further discussion and analysis of expression patterns for *Oc90, Fbxo2*, and *Col9a2* are found below.

A difference in probe intensities between the two non-otic populations can be an indication of other regions of gene expression. For example, some probes had higher intensity in the periotic tissue group, which can indicate expression domains in the dorsal mesenchyme or neural tube. 

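Among the 30 probes with the highest OV fold Δ, those for *Lmx1a* and *Gbx2* were higher in periotic tissue than in the embryo-minus-otic group at *q* under 0.05. *Gbx2* was named after its values were seen. Its difference was 0.53 log2 units (standard error 0.11, *q* = 0.0054, limma with Benjamini-Hochberg adjustment). Over the whole array, the probes with the largest fold Δ in this direction and no overlap between the arrays of the non-otic groups were for *Hoxa2* (3.39-fold), *Rohn* (3.35-fold), *Olig3* (3.35-fold), *Egr2* (at least 2.94-fold) and *Hoxb2* (3.21-fold). The place of *Egr2* is open. Non-overlap in either direction is given by chance for 10% of probes when 3 arrays are set against 3.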

A probe for *Lmx1a* had a fold change in the OV vs. the rest of the embryo slightly higher than that of *Fbxo2*, however relatively high periotic tissue intensity put this probe in 3rd for the OV rankings (OV fold Δ = 11.06, *q* = 3.38E-04). 

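The *Lmx1a* probe, on chromosome 1, had a log2 intensity of 10.18 ± 0.060 (SD, n = 3 arrays) in OV, 6.72 ± 0.10 in periotic tissue and 6.23 ± 0.070 in the embryo-minus-otic group. It was above background on all OV and periotic tissue arrays and on 1 embryo-minus-otic array. Against periotic tissue, the higher non-otic group, the fold Δ was 11.0 (log2 3.46, standard error 0.088, *q* = 2.61e-12, limma with Benjamini-Hochberg adjustment), at rank 3. The other *Lmx1a* probes were not above background in either non-otic group, and their OV fold Δ was at least 1.17 and at least 1.09.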

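For *Lmx1a*, periotic tissue exceeded the embryo-minus-otic group by 0.50 log2 units, or 1.41-fold (*q* = 0.0019, limma with Benjamini-Hochberg adjustment). This exceeds the SD between arrays, 0.10 in periotic tissue and 0.070 in the embryo-minus-otic group. Without normalization between arrays the ratio was 1.32 and was no longer past the threshold (*q* = 0.5125). Over all alternatives *q* ranged from 0.0011 to that value.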

The difference between the periotic group and embryo-minus-otic group intensities for the *Lmx1a* probe (fold Δ = 1.45, *q* = 0.005, Supplemental File 1) is consistent with the described expression of *Lmx1a* in OV as well as the dorsal midline (roof plate) of the developing neural tube (Failli et al., 2002; Nichols et al., 2008). 

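Of the 30 probes in Table 1, 8 were higher in the embryo-minus-otic group than in periotic tissue at *q* under 0.05 (limma) and 1 was higher in periotic tissue. Among the 200 probes with the highest OV fold Δ, 41 were higher in the embryo-minus-otic group and 8 in periotic tissue. Over all probes on the array the numbers were close, with 757 higher in the embryo-minus-otic group and 736 higher in periotic tissue. A fold Δ of 2 or more was reached by 151 of the former and by 78 of the latter. These counts were sensitive to the normalization, and with median normalization 315 probes were higher in the embryo-minus-otic group and 812 in periotic tissue.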

Elevated probe intensity in the embryo-minus-otic group as compared to the periotic group was relatively common and is suggestive of gene expression in other ectodermal, endodermal, or mesodermal cell populations of the embryo. For example, *Cldn6*, *Wfdc2*, and *Rbm35a* (OV ranks: 6, 7, and 11, respectively), all have described expression patterns in the otic vesicle as well as endodermal tissues such as the branchial arches and pronephros (Kollmar et al., 2001; Anderson et al., 2008; Tamplin et al., 2008; Ohazama et al., 2010). Expression in these domains is reflected as significantly elevated intensities in the embryo-minus-otic group vs. the periotic group for all of these probes (Table 1 and Supplemental File 1). 

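*Cldn6*, on chromosome 17, had a log2 intensity of 12.50 ± 0.10 (SD, n = 3 arrays) in OV, 8.10 ± 0.21 in periotic tissue and 9.36 ± 0.49 in the embryo-minus-otic group. The embryo-minus-otic group exceeded periotic tissue 2.39-fold (*q* = 2.98e-04, limma with Benjamini-Hochberg adjustment), and the OV fold Δ was 8.84 at rank 5. *Wfdc2*, on chromosome 2, had 12.90 ± 0.24 in OV, 8.46 ± 0.25 in periotic tissue and 9.81 ± 0.24 in the embryo-minus-otic group, which was 2.56-fold above periotic tissue (*q* = 1.99e-05). Its OV fold Δ was 8.48 at rank 6. A second *Wfdc2* probe at rank 21 was dimmer, not above background in periotic tissue, and at least 1.08-fold higher in the embryo-minus-otic group (*q* = 0.313). *Rbm35a*, on chromosome 4 and named *Esrp1* in the reference gene table, had 11.49 ± 0.16 in OV, 7.47 ± 0.33 in periotic tissue and 8.70 ± 0.27 in the embryo-minus-otic group. There the embryo-minus-otic group was 2.34-fold higher (*q* = 9.73e-05), with an OV fold Δ of 6.93 at rank 9. The first probes of these 3 genes were above background on all 9 arrays.

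**Figure D1:**
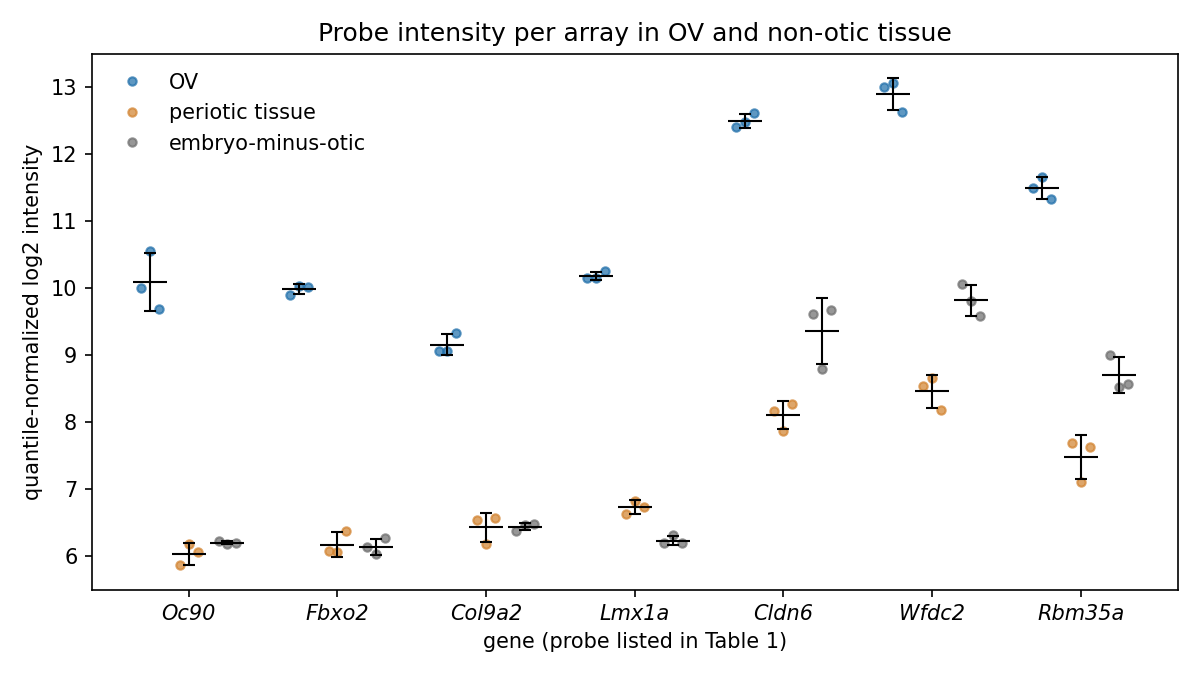
Quantile-normalized log2 intensity (vertical axis) of the probes for 7 genes of Table 1 (horizontal axis), with one point per array and horizontal lines and bars for the mean and SD of the 3 arrays of OV, periotic tissue and embryo-minus-otic groups. For *Cldn6*, *Wfdc2* and *Rbm35a* the embryo-minus-otic arrays sit above the periotic tissue arrays, and for *Oc90*, *Fbxo2* and *Col9a2* the non-otic groups overlap.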

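*Fgf10*, on chromosome 13, had 3 probes. At rank 23 the first had a log2 intensity of 9.81 ± 0.022 (SD, n = 3 arrays) in OV, 6.49 ± 0.063 in periotic tissue and 7.56 ± 0.074 in the embryo-minus-otic group, 2.10-fold above periotic tissue (*q* = 5.57e-07, limma with Benjamini-Hochberg adjustment). The second, at rank 36, had 9.40 ± 0.14, 6.34 ± 0.24 and 7.30 ± 0.13 in the same order, with the embryo-minus-otic group 1.93-fold above periotic tissue (*q* = 8.28e-05). Their OV fold Δ values were 4.78 and 4.31. The third *Fgf10* probe was not above background in either non-otic group, and its OV fold Δ was at least 1.66.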

Two probes for *Fgf10* (OV ranks 24 and 37) were also elevated in the embryo-minus-otic group compared to the periotic group, reflective of *Fgf10* expression in the OV as well as limb bud mesoderm (Ohuchi et al., 1997; Mailleux et al., 2005). 

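The *Espn* probe at rank 20, on chromosome 4, had a log2 intensity of 9.87 ± 0.26 (SD, n = 3 arrays) in OV, 6.46 ± 0.26 in periotic tissue and 7.59 ± 0.0036 in the embryo-minus-otic group. The embryo-minus-otic group was 2.20-fold above periotic tissue (*q* = 4.63e-05, limma with Benjamini-Hochberg adjustment), and the OV fold Δ was 4.85 (*q* = 9.24e-09). A further *Espn* probe had an OV fold Δ of at least 2.08, and the remaining 2 were not above background on any array.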

*Espn* (OV rank 22) was upregulated in the embryo compared to the periotic group, which is consistent with a well described pattern of Espin expression in early otic epithelia as well as brachial clefts, pharyngeal pouches and other embryonic epithelial tissues (Sekerkova et al., 2006).

### Comparison to neonatal hair cell and supporting cell gene array data and identification of otic consensus genes

We next wanted to identify transcriptional features and individual genes that distinguish the otic sensory lineage from non-otic lineages throughout developmental time. To address this, we added two more otic populations to our comparative array analysis: hair cell (HC) and supporting cell (SC) RNA samples isolated from P3 mouse cochlea by dissociation and flow cytometry in an earlier study (Sinkkonen et al., 2011) (Figure 3A). We combined and normalized these P3 sample probe intensities [HC (*n* = 4) and SC (*n* = 2)] with those of our nine samples from E10.5 embryos described above (Supplemental File 1). We then performed principal component analysis to assess the transcriptome-wide similarities and differences between all of the samples (Figure 3B). Projection of the samples onto the first two principal components illustrates the inter-group relationship of otic sensory lineage populations and their segregation from non-otic samples.

**Figure 3:**
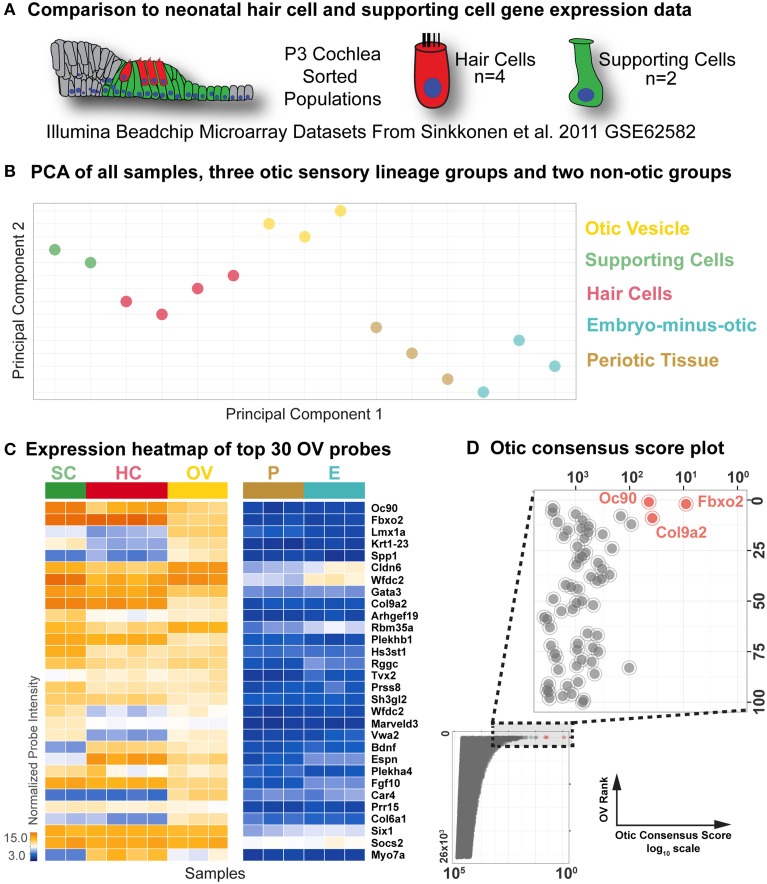
**Comparison to neonatal hair cell and supporting cell microarray data**. **(A)** Differential comparison was extended to an existing microarray dataset (GSE62582, Sinkkonen et al., 2011) consisting of flow-sorted hair cell and supporting cell populations from P3 cochlea. **(B)** Principal component analysis score plot of all samples, color-coded as indicated on the right. **(C)** Probe intensity heat map of top 30 OV ranked probes in all samples, indicated by group color in the top bar. Genes are ordered according to Table 1. **(D)** Otic consensus score plotted against OV rank for all probes, with an enlargement of the top 100 OV probes in the inset. The top three probes are indicated in red.

To identify the most differentially expressed genes in the P3 hair cell and supporting cell populations, we compared individual probe intensity levels vs. the non-otic samples. The heat map of probe intensity values for the top 30 probes by OV rank across all samples shown in Figure 3C illustrates the diversity of gene expression profiles in these populations. As with the OV comparisons, HC fold Δ and SC fold Δ values were determined for each probe based on relative intensities between the HC or SC groups and the highest expressing non-otic group for a given probe (Table 2 and Supplemental File 1). In general, probe intensities and fold Δ values for the HC and SC groups showed a much wider range than the OV samples. This is expected due to the more differentiated state of neonatal HCs and SCs as compared to OV progenitors, as well as the more homogeneous makeup of the FACS purified P3 samples (Sinkkonen et al., 2011). Both HC and SC fold Δ values across all probes ranged from about 300 fold up regulated to about 300 fold down regulated (0.003 fold Δ). 684 probes had HC fold Δ values greater than 4, while 565 probes had SC fold Δ values greater than 4 (Supplemental File 1).

**Table 2:** **Comparison of P3 hair cell and supporting cell expression intensities to non-otic populations**.

**Gene**	**HC/Max non-otic**		**SC/Max non-otic**		**Otic consensus expression groups fold Δ > 4**	**Otic consensus score: sum of three otic ranks**	**Otic consensus rank:**
	**HC fold Δ**	**HC rank**	**SC fold Δ**	**SC rank**			
***Oc90***	**37.191532**	**36**	**133.68132**	**7**	**OV/HC/SC**	**44**	**3**
***Fbxo2***	**233.46231**	**3**	**209.10844**	**4**	**OV/HC/SC**	**9**	**1**
*Lmx1a*	1.071335	7460	2.1826358	1496	OV	8959	1220
*Krt1-23*	1.7182626	2426	7.448142	229	OV/SC	2659	259
*Spp1*	1.1694639	5352	1.0023074	16967	OV	22324	4802
*Cldn6*	1.8450933	2163	4.1609483	528	OV/SC	2697	264
Wfdc2^*^	3.2619166	904	14.833333	88	OV/SC	999	85
*Gata3*	17.05958	99	22.630722	39	OV/HC/SC	146	6
***Col9a2***	**64.73929**	**16**	**99.665436**	**13**	**OV/HC/SC**	**38**	**2**
*Arhgef19*	4.2322383	639	14.127765	93	OV/HC/SC	742	49
*Rbm35a*	2.1024952	1724	4.913607	432	OV/SC	2167	206
*Plekhb1*	28.310795	56	33.40806	25	OV/HC/SC	93	4
*Hs3st1*	4.9308343	517	22.05582	44	OV/HC/SC	574	33
*Rgcc*	4.3943467	600	9.030337	175	OV/HC/SC	789	56
*Tbx2*	4.6268463	553	3.1064396	849	OV/HC	1417	119
*Prss8*	5.4411964	442	12.075007	123	OV/HC/SC	581	35
*Sh3gl2*	10.561689	174	11.849528	125	OV/HC/SC	316	10
Wfdc2^*^	2.319336	1489	9.602433	161	OV/SC	1668	148
*Marveld3*	5.016969	502	9.084135	171	OV/HC/SC	692	45
*Vwa2*	1.0021158	10270	5.5677967	364	OV/SC	10654	1500
*Bdnf*	9.485823	208	1.0017089	19301	OV/HC	19530	3740
*Espn*	21.954702	79	1.1772411	5296	OV/HC	5397	653
*Plekha4*	4.1990533	647	6.789616	262	OV/HC/SC	932	75
*Fgf10*	13.839492	125	17.822388	64	OV/HC/SC	213	7
*Car4*	3.679346	25122	3.4888153	24946	OV	50093	18760
*Prr15*	6.245964	378	7.0138445	249	OV/HC/SC	653	42
*Col6a1*	1.2619317	21404	1.151628	5720	OV	27151	7232
*Six1*	5.8167586	403	5.891639	328	OV/HC/SC	759	52
*Socs2*	5.1087866	493	5.8204165	339	OV/HC/SC	861	64
*Myo7a*	28.857481	55	1.0124729	11440	OV/HC	11525	1651

The top 30 OV-ranked probes (as in Table 1) are shown here with HC and SC Fold Δs and rankings, otic consensus group designations, and otic consensus scores and ranks. Genes that appear more than once (^*^) are represented by multiple probe sets and those in bold are included in validation studies in later sections.

We next sought to identify genes with consensus of specific expression in the OV as well as SC and HC groups. Probes were evaluated for otic consensus expression based on fold change and rankings in the three otic categories. As an initial approach, a fold change threshold was used to assign otic consensus expression groups, based on a minimum change vs. max non-otic of 4-fold (Table 2 and Supplemental File 1). This analysis highlights the correlation of gene expression between the three otic populations and, in particular, shows that many genes strongly expressed in HCs and/or SCs are initially expressed quite early in otic development, showing elevated probe intensity in the OV. When we examined all probes ranked by OV fold Δ (Supplemental File 1) there is a notably high prevalence of probes with HC and/or SC consensus among the higher-ranked OV probes. Indeed, 17.4% of HC consensus probes and 25.5% of SC consensus probes (119/684 and 144/565 probes > 4-fold, respectively) are found within the top 500 probes by OV rank (Supplemental File 1). About half of the top 30-ranked OV probes shown in Table 2 are designated as having consensus expression above the threshold in all three otic populations (OV/HC/SC). Other probes are designated as consensus only for one or two otic groups (i.e., OV, OV/HC, or OV/SC). For example, *Lmx1a, Spp1, Car4*, and *Col6a1* are enriched greater than 4-fold in OV, but not in HCs or SCs, suggesting down regulation of these genes in both HC and SC branches of the otic sensory lineage during development. Probes with OV/HC consensus expression are also indicated in Table 2, and include *Tbx2, Bdnf, Espn*, and *Myo7a*. OV/SC consensus probes include *Krt1-23, Cldn6, Wfdc2*, and *Vwa2*. This analysis shows how assignment of expression groups based on fold change and *q*-value cutoffs can be useful in identify genes with expression in the different branches of the otic sensory lineage. However, outcomes from this type of analysis are highly modulated by fold change and statistical cutoffs (Dalman et al., 2012) so interpretations will vary and multiple methods of comparison are necessary.

To address this, we calculated otic consensus scores for each probe as the sum of the three otic ranks. All probe sets were ranked by otic consensus score values, which ranged from 9 to 77,083 (Supplemental File 1). Otic consensus scores and ranks illustrate the relative differences between total otic vs. non-otic expression of genes. Lower otic consensus scores represent more “otic lineage-specific” genes. A representation of all probes positioned by OV rank vs. otic consensus score illustrates their distribution across the dataset and highlights top otic consensus genes *Fbxo2, Col9a2*, and *Oc90* (Figure 3D). The broad range of otic consensus ranks among the 30 top OV genes shown in Table 2 is an indication of the diverse expression behavior of these genes in the later otic sensory lineages (HCs and SCs). The top 30 probes by OV consensus rank are listed in Table 3, with *Fbxo2, Col9a2*, and *Oc90* topping the list; all three with an OV rank less than 10 and OV consensus score below 50. Several of the probes in Table 3 represent well-known otic genes and some are listed more than once due to having multiple probe sets similarly ranked. This analysis also highlights genes that are likely expressed in the OV but were not particularly noted earlier due to the relatively low range of fold change values across all probes in OV vs. non-otic samples. For example, probes for *Btbd14a, Otolin, Kai1, Gjb2*, and *Ush1c*, have OV rankings from about 100–380 and OV fold changes from 2.5 to 1.5-fold, but all ranked well by otic consensus due to high fold changes in HC and SC groups combined with a reasonably high OV rank.

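In OV against the higher non-otic group, *Btbd14a* had a fold Δ of 2.54 (*q* = 4.19e-07, limma with Benjamini-Hochberg adjustment) at rank 102. *Otolin*, listed as Gm414, was not above background in either non-otic group and was at least 1.66-fold higher in OV (*q* = 2.19e-05), at rank 114 by its fitted value. *Kai1* had 1.70 (*q* = 1.87e-05) at rank 326 and *Ush1c* had 1.60 (*q* = 1.24e-04) at rank 379. *Gjb2* had 1.62 (*q* = 7.43e-04) at rank 364 for its first probe and 1.49 (*q* = 0.0153) at rank 472 for its second. The call for the second *Gjb2* probe was lost in 6 alternatives, where its fold Δ ranged from 1.38 to 1.77, among them the fits without OV replicate 3 (1.39), without periotic tissue replicate 1 (1.48) and without periotic tissue replicate 2 (1.38). Hair cell and supporting cell arrays were not used here.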

**Table 3:** **Top 30 probes by otic consensus rank**.

**Gene**	**OV/Max non-otic**		**HC/Max non-otic**		**SC/Max non-otic**		**Otic consensus**		
	**OV fold Δ**	**OV rank**	**HC fold Δ**	**HC rank**	**SC fold Δ**	**SC rank**	**Groups > 4-Fold Δ**	**Score: OV/SC/HC rank sum**	**Rank**
***Fbxo2***	**14.62200927**	**2**	**233.462206**	**3**	**209.1084184**	**4**	**OV/HC/SC**	**9**	**1**
***Col9a2***	**6.894714915**	**9**	**64.73931483**	**16**	**99.66541579**	**13**	**OV/HC/SC**	**38**	**2**
***Oc90***	**15.31678675**	**1**	**37.19151468**	**36**	**133.6813688**	**7**	**OV/HC/SC**	**44**	**3**
*Plekhb1*	5.946512058	12	28.31080827	56	33.40807691	25	OV/HC/SC	93	4
*S100a1*	2.908877684	83	118.1935475	8	106.9791597	11	HC/SC	102	5
*Gata3*	7.034011368	8	17.05957342	99	22.63071352	39	OV/HC/SC	146	6
Fgf10^*^	4.700220155	24	13.8394988	125	17.82238697	64	OV/HC/SC	213	7
Fgf10^*^	4.314080209	37	13.59648272	128	16.99160918	71	OV/HC/SC	236	8
*Btbd14a*	2.583935277	107	12.9935202	138	24.78606653	34	HC/SC	279	9
*Sh3gl2*	5.195890282	17	10.56169338	174	11.84953165	125	OV/HC/SC	316	10
Ap1m2^*^	4.401733497	34	16.98844137	100	8.629079783	190	OV/HC/SC	324	11
*Cldn3*	4.28578566	39	8.527481874	247	21.97050359	45	OV/HC/SC	331	12
*Otolin*	2.613673625	104	13.00452906	137	12.71711488	110	HC/SC	351	13
Faah^*^	3.024489321	75	9.804033123	197	12.65490027	111	HC/SC	383	14
Col2a1^*^	4.520159455	31	7.506419492	289	17.59092164	65	OV/HC/SC	385	15
*Cd9*	3.355323417	67	8.23098117	257	16.33853718	74	HC/SC	398	16
Col2a1^*^	4.232269996	40	7.827652714	271	14.83067647	89	OV/HC/SC	400	17
*Kai1*	1.755355331	295	19.26278326	88	20.30006957	55	HC/SC	438	18
*Matn1*	2.017228994	189	8.875465831	229	39.5214772	21	HC/SC	439	19
*Gal3st1*	2.881826605	86	10.55670683	175	8.735986943	186	HC/SC	447	20
Gjb2^*^	1.679839813	340	23.0501633	74	23.74169556	38	HC/SC	452	21
Ap1m2^*^	3.920424836	52	13.46897818	132	6.465748986	291	HC/SC	475	22
*Rab25*	3.077388814	73	8.457112871	251	9.816023707	156	HC/SC	480	23
*BC019731*	2.606254615	105	24.07525961	68	6.247095999	308	HC/SC	481	24
*Ush1c*	1.613973622	381	21.22888215	83	33.21939745	26	HC/SC	490	25
*Ltbp3*	1.657999303	354	14.0823195	122	35.97926226	23	HC/SC	499	26
*Cyb561*	2.949823565	80	10.6399017	172	6.880909012	255	HC/SC	507	27
Gjb2^*^	1.521293061	452	38.97023609	32	35.09867751	24	HC/SC	508	28
*Kcnk1*	4.298354088	38	6.723838937	332	10.01882675	151	HC/SC	521	29
Faah^*^	2.569395243	109	8.469575034	250	9.13829701	168	HC/SC	527	30

Genes that appear more than once (^*^) are represented by multiple probe sets and those in bold are included in validation studies in later sections.

### Analysis of *Fbxo2*/Fbx2 expression in the developing mouse

*Fbxo2* was the highest-ranking gene based on otic consensus score and was in the top five probes for each of the otic rankings (rank 2 in OVs, 3 in SCs, and 4 in HCs). *Fbxo2* encodes the F-box ubiquitin ligase F-Box 2 (Fbx2) and previous studies have shown that this protein is strongly expressed in juvenile and adult mouse and guinea pig cochlea (Thalmann et al., 1997; Henzl et al., 2001, 2004; Nelson et al., 2007). Mice with targeted deletion of *Fbxo2* exhibit age-related cochlear degeneration with hearing loss beginning at 2 months, and the only deficiency observed is the inner ear phenotype, suggesting specificity (Nelson et al., 2007). These studies indicate that Fbx2 functions to ensure protein quality control required for cochlear homeostasis. While expression of Fbx2 was described in the mature cochlea in the above studies, the developmental expression pattern has not been reported. Thus, we used an antibody against mouse Fbx2 to assess expression in the developing mouse, with whole mount preparations as well as tissue sections. We labeled whole embryos at early stages of otic development with anti-Fbx2 and anti-Sox2, optically cleared samples with the Scale method (Hama et al., 2011), and generated confocal z-stacks to assess expression *in toto* (Figures 4, 5). At E10.5, Fbx2 expression was robust throughout the OV including the Sox2+ prosensory and neurogenic domains and was undetectable in nearly all non-otic tissues (Figures 4A–C″). 

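The 2 *Sox2* probes had a log2 intensity of 8.44 ± 0.046 and 7.99 ± 0.20 (SD, n = 3 arrays) in OV, 8.85 ± 0.29 and 8.59 ± 0.36 in periotic tissue, and 8.50 ± 0.23 and 8.01 ± 0.35 in the embryo-minus-otic group. Against the embryo-minus-otic group the *q*-values were 0.879 and 0.976 (limma with Benjamini-Hochberg adjustment), and the differences were smaller than the SD in that group. Against periotic tissue the ratio of OV was 0.7525 (*q* = 0.0731) and 0.659 (*q* = 0.0471). The second of these was past the threshold of 0.05 by a margin that 7 alternatives removed, and the first passed it in 3 alternatives.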

Sox2, which was not upregulated in the OV compared to the rest of the embryo based on the microarray, is broadly expressed in the developing central nervous system. An E11 otic vesicle stained for Fbx2 and Sox10 shows strong Fbx2 expression in the OV and lower levels of expression in delaminating cochleovestibular neuroblasts as well as the ninth cranial nerve ganglia (Figures 4D–E″). At E12.5, Fbx2 was detected only in the developing inner ear, where it was expressed throughout the membranous labyrinth (Figures 5A,B″), including prosensory epithelial regions that express Sox2 and contain Tuj1-labeled neurites (Figures 5C–C″). We stained for Fbx2 in tissue sections of embryos at E16.5 and E18.5 and co-labeled with antibodies to the prosensory/sensory domain markers Sox2 and Jag1 (Figure 6). Similar to earlier stages, expression of Fbx2 was strongly restricted to the otocyst-derived epithelium when compared broadly to the rest of the embryo in sagittal sections at E16.5 (Figure 6A). In the cochlea, Fbx2 was localized to the floor of the duct, including and flanking the sensory region marked by expression of Sox2 (Figure 6B) and Jag1 (Figures 6C–C″) and clearly expressed in both the young hair cells and supporting cells. In the vestibular epithelia including the saccule and crista, Fbx2 was also expressed in sensory regions, including hair cells and supporting cells (Figures 6D–E″).

**Figure 4:**
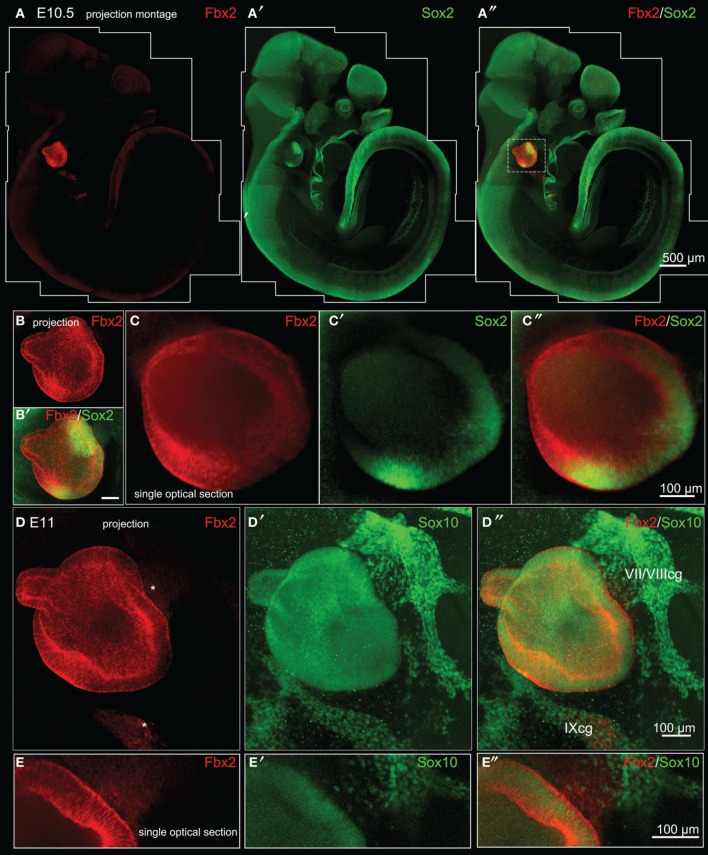
***Fbxo2*/Fbx2 expression in whole embryos at E10.5–E11**. Whole mount immunohistochemistry was performed with the antibodies indicated and embryos were imaged with confocal microscopy. Fbx2 expression is shown in red, with Sox2 at E10.5 **(A–C″)** and Sox10 at E11 **(D–E″)** in green. Fbx2 expression is strong in the otic vesicle epithelia and less intense expression is also noted (asterisks) in the neurons delaminating to the cochleovestibular and ninth cranial ganglia (VII/VIIIcg and IXcg).

**Figure 5:**
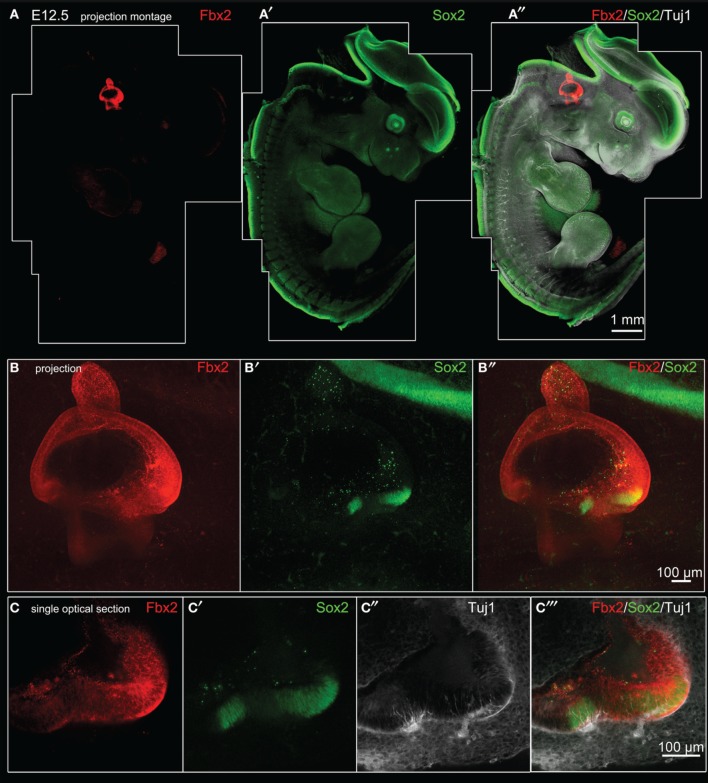
***Fbxo2*/Fbx2 expression in whole embryos at E12.5**. Whole mount immunohistochemistry was performed with the antibodies indicated and embryos were imaged with confocal microscopy. Fbx2 expression is shown in red, with Sox2 in green, and Tuj1 in white. **(A–A″)** Merged montages of maximum intensity z projections of confocal image stacks of a whole E12.5 embryo. **(B–B″)** show a projected stack of images through the otocyst region of the embryo shown in **(A)**. Sox2 expression is seen in two bright vestibular prosensory patches in the anterior region of the vestibule, while Sox2 expression in other prosensory domains (such as posterior vestibule or cochlea areas) are not visible in this projection due to lower intensity signal and attenuation from optical density of the tissue. **(C–C″)** Single optical sections through the anterior vestibular prosensory patches showing Fbx2-positive epithelia contain prosensory domains expressing bright Sox2 and containing Tuj1-labeled neurites.

**Figure 6:**
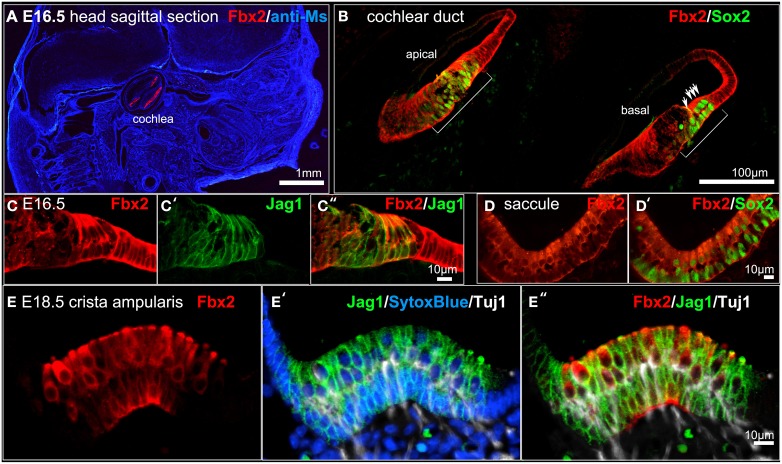
***Fbxo2*/Fbx2 expression in tissue sections at E16.5–E18.5**. Immunohistochemistry was performed with the antibodies indicated and embryos were imaged with confocal microscopy. Fbx2 expression is shown in red and additional antibodies or counter stains are shown in the colors indicated. **(A)** E16.5 sagittal head section immunolabeled for Fbx2 with anti-mouse IgG (blue) as a background stain. E16.5 cochlea **(B–C″)**, saccule **(D,D′)**, and E18.5 crista **(E–E″)** stained as indicated.

### Analysis of *Col9a2*/Col9a2 expression in the developing mouse

*Col9a2* held the second otic consensus rank, with OV/HC/SC ranks of 9, 16, and 13, respectively. *Col9a2* encodes collagen alpha-2(IX), one of the three essential alpha chains of the collagen IX protein. A loss of function mutation in *Col9a2* was identified as a causative locus in autosomal recessive Stickler syndrome, characterized by hearing loss and ocular, skeletal, and orofacial abnormalities (Baker et al., 2011). Type IX collagen loss in mice (caused by absence of Col9a1, which leads to functional knockout of the entire collagen IX protein, Hagg et al., 1997), causes progressive hearing loss associated with abnormal integrity of collagen fibers in the tectorial membrane (Suzuki et al., 2005). The *Col9a1/2/3* genes were detected in adult mouse cochlea by RT-PCR and immunohistochemical analysis with a polyclonal antibody against type IX collagen indicated possible expression in the tectorial membrane (Asamura et al., 2005). Developmental expression of type IX collagen has not been investigated in the inner ear so we performed immunohistochemical analysis using a Col9a2-specific antibody to evaluate embryo-wide expression patterns (Figure 7). At E10.5, in a whole embryo preparation, Col9a2 immunofluorescence is prominent in the OV and is also visible in the branchial epithelia and pronephros (Figures 7A–B′). The signal is broad throughout most of the OV with reduced expression in the dorsal region (Figures 7C,C′). In P6 cochlea sections Col9a2 immunoreactivity is strong in the greater epithelial ridge (GER)/spiral limbus, tectorial membrane, organ of Corti, and spiral ligament (Figures 7D–E″). A closer look at the organ of Corti shows a strong signal in the basilar membrane as well as tunnel of Corti/pillar cell region and a less intense signal in hair cells (Figures 7E–E″).

**Figure 7:**
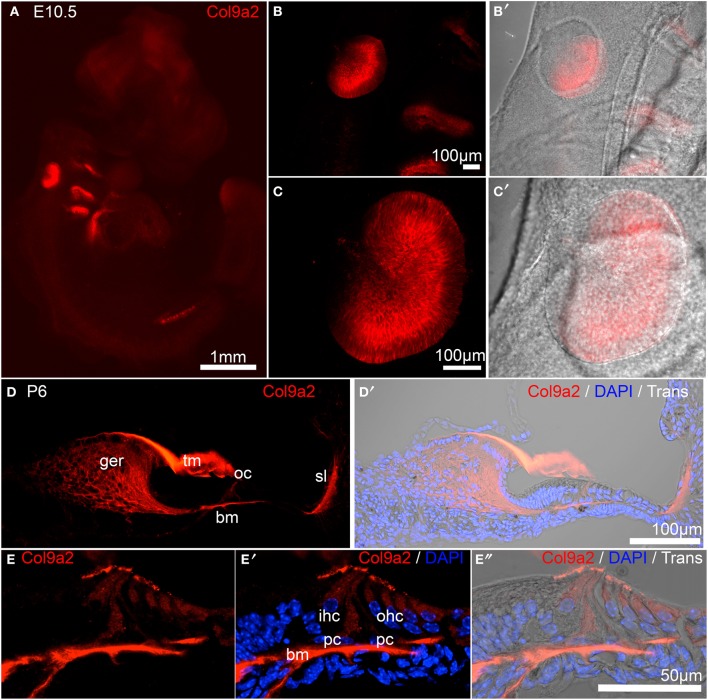
**Col9a2 expression in whole E10.5 embryo and neonatal cochlea**. Col9a2 immunoreactivity is shown in red in E10.5 whole embryo **(A)**. Higher magnification views show the pattern of reactivity in the OV and surrounding tissues **(B–C′)**. **(D,D′)** A cochlea cryosection at P6 shows Col9a2 immunoreactivity in the tectorial membrane, greater epithelial ridge/spiral limbus, organ of Corti, and spiral ligament. **(E–E″)** A higher magnification view of a similar section of the organ of Corti with the tectorial membrane removed (to better image the lower intensity signal in the organ of Corti) shows the Col9a2 signal in the basilar membrane, pillar cells and the developing tunnel of Corti, and inner and outer hair cells. Abbreviations: ger, greater epithelial ridge; tm, tectorial membrane; oc, organ of Corti; sl, spiral ligament; bm, basilar membrane.

### Analysis of *Oc90* expression in the developing mouse

*Oc90* was the highest ranked probe by OV fold Δ and the third ranked by otic consensus score. *Oc90* (*Ocn-95, PLA2L*) encodes a 95-kDa secreted glycoprotein initially identified due to its abundant expression in the developing and adult inner ear and shown to be an essential organizer of the otoconial matrix (Wang et al., 1998; Verpy et al., 1999; Zhao et al., 2007, 2008). Consistent with earlier reports (Verpy et al., 1999), our *in situ* hybridization expression analysis indicated that Oc90 is highly specific to the otic vesicle at E10.5 (Figures 8A,B). At E12.5 *Oc90* expression was present throughout most of the otocyst with a strong signal in the dorsal regions and less intense signal noted in the ventral domains (Figures 8C,D). In the cochlear duct at E16.5 and E18.5 we observed a wide dynamic range of *Oc90* expression, with very intense signal in the roof of the cochlear duct (developing Reissner's membrane and stria vascularis) as well as weaker signal in the developing organ of Corti (Figures 8E,F). *In situ* hybridization is limited in capacity to evaluate expression signals across a wide dynamic range in regions of close proximity due to signal overdevelopment and saturation. Taken together with previous studies, our data suggest that expression of *Oc90* is high in the otic sensory lineage as compared to most genes. Within the inner ear, *Oc90* has a markedly higher expression in non-sensory otic cells, particularly in domains possibly derived from dorsal OV regions. The otic-specific expression and wide dynamic range of *Oc90* in the inner ear makes this an interesting gene for regulatory studies but its dominant expression is in otic non-sensory domains, making it less useful for otic sensory lineage studies.

**Figure 8:**
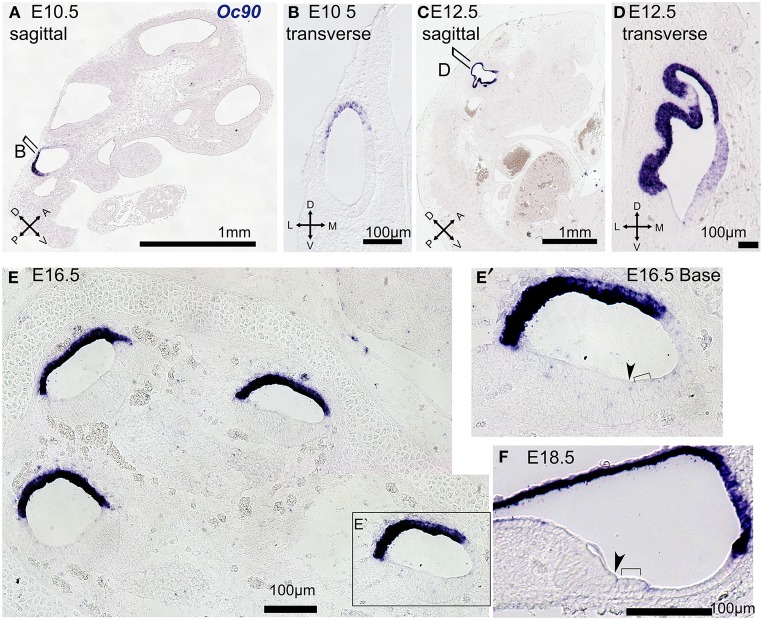
***Oc90* expression in tissue sections at E10.5–E18.5**. *In situ* hybridization was performed on paraffin sections at the indicated ages with antisense probe against *Oc90* (blue). E10.5 embryo specimens are shown in sagittal **(A)** and transverse views **(B)** and illustrate the dorsal and posterior expression domain of *Oc90* in the OV. At E12.5 the region of *Oc90* expression is expanded through most of the otic epithelium, save the most ventral region, as shown in sagittal **(C)** and transverse views **(D)**. **(E)** At E16.5 in a mid-modiolar section of the cochlea *Oc90* expression is strongest in the roof of the cochlear duct but is also present at lower signal levels in the thickened epithelium of the floor, as shown in higher magnification view in **(E′)**. **(F)** At E18.5 *Oc90* is strong in Reissner's membrane the stria vascularis and a lower level signal is also present in the organ of Corti and some non-sensory epithelial cells. In **(E′,F)**, inner hair cells are indicated with arrowheads and outer hair cells are indicated with brackets.

## Discussion

We sought to systematically identify transcriptional features that distinguish the otic sensory lineage from other lineages of vertebrate development by employing a microarray approach to compare OV, HC, and SC populations with developmental non-otic tissues. Whole E10.5 embryos with the greater otic regions removed were used to represent a wide range of non-otic lineages from all three germ layers, and periotic tissues represented non-otic tissues proximally associated with the OV, such as dorsal neural tissues and periotic mesenchyme. The inclusion of two non-otic populations was effective for gauging dynamic range of probe intensity and identifying probes with expression domains outside of the inner ear. Multivariate analyses including PCA and Spearman's correlation demonstrated that samples from the three otic populations shared transcriptome-wide correlations in expression profiles that distinguish this lineage from non-otic populations. We further analyzed the microarray data to identify individual genes that are specifically expressed in the otic sensory lineage. Fold change comparisons of otic samples to the maximum expressing non-otic populations for each probe provided a conservative assessment of specificity and enabled ranking of probes across the dataset. Comparison of OV, HC, and SC fold changes for each probe allowed identification of otic consensus genes based on fold change thresholds. We developed otic consensus scores and rankings based on expression in individual otic categories to reduce the data to a single dimension to aid in identification of lineage-specific genes. The entire dataset is assembled in Supplemental File 1 as a searchable spreadsheet than can be sorted and further interrogated to suit the needs of individual readers.

A major motivation for this study was the previous lack of unambiguous otic sensory lineage markers, which has hindered advancement of regenerative and developmental studies. *In vitro* experiments aimed at producing otic progenitors and sensory epithelial cells from stem cells have had to rely on combinations of less specific markers to assay cell identities (Oshima et al., 2010; Koehler et al., 2013). Most current markers used to label potential early otic progenitor cells (i.e., Pax2/8, Gata3, Jag1, Sox2/9/10) are themselves transcription factors or signaling molecules involved in otic development. These highly conserved factors tend to be expressed in multiple embryonic lineages so coexpression of multiple markers has been used as an indication of otic identity. For example, Pax2 is expressed strongly in the otic vesicle at E10.5, but is also very abundant in the developing central nervous system and pronephros (Supplemental Figure 1A). On the other hand, Sox10 is expressed strongly in neural crest progenitors of the peripheral nervous system, but overlaps with Pax2 in the otic vesicle (Supplemental Figures 1A–A″). While coexpression of these two markers appears to be specific to the otic vesicle at this stage, this is a transient feature since Pax2 becomes downregulated in the otic sensory lineage soon after (Burton et al., 2004). 

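The *Gata3* probe, on chromosome 2, ranked 8 by OV fold Δ. It had a log2 intensity of 10.49 ± 0.15 (SD, n = 3 arrays) in OV, 7.40 ± 0.086 in periotic tissue and 7.63 ± 0.099 in the embryo-minus-otic group, and was above background on all 9 arrays. The OV fold Δ was 7.29 (log2 2.87, standard error 0.098, *q* = 8.03e-11, limma with Benjamini-Hochberg adjustment). The non-otic groups differed by -0.22 log2 units, periotic tissue minus embryo-minus-otic (*q* = 0.267).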

Gata3 is one transcription factor that showed a high specificity to the otic sensory lineage based on our microarray analyses. This is consistent with the relatively restricted pattern of Gata3 expression observed in E10.5 mouse embryos (Supplemental Figure 1B). While the non-otic expression of Gata3 is not as prominent as with Pax2 or Sox10, domains of varying intensities are present in the central nervous system and pronephros, though generally weaker than in the otic vesicle. Coexpression of Gata3 and Fbx2 occurs exclusively in the otic vesicle at E10.5 (Supplemental Figures 1B–B″) and these markers both persist in the otic sensory lineage through later stages of development (Figure 6 and Luo et al., 2013).

Our study differs from most earlier microarray studies of the inner ear in its design as a comparative analysis of specific otic sensory lineage populations to a broad representation of non-otic lineages. Most of earlier analyses were conducted without comparative populations to other tissues. Many were designed to compare expression between wild type and mutant animals or between different tissues of the inner ear, such as at different ages or between the base and apex of the cochlea, or after insult (for review see Hertzano and Elkon, 2012). The most highly comprehensive microarray analysis of mouse inner ear morphogenesis included a total of 29 finely dissected inner ear samples in duplicate from E9 to E15 (Sajan et al., 2007). This study also included three samples designated as non-inner ear collected from areas in close proximity to the inner ear tissues pooled at E9, E9.5–10.5, and E11–15. These included neural tissue as well as mesenchyme, similar to the periotic tissue group used in this report. In another study aimed at identification of early otic-specific transcripts, cDNA subtractions of mouse otic vesicle against adult liver cDNA were used to identify candidate genes (Powles et al., 2004). Our use of whole embryos with the greater otic regions removed provided an inclusive representation of non-otic developmental lineages. While our findings indicate whole embryo-minus-otic tissue is an effective general non-otic reference population it has limitations in identifying genes expressed in smaller subsets of cells. We included periotic tissues as a separate non-otic population, which enabled us to gauge dynamic range of probes and evaluate the likelihood of non-otic expression domains based on differential expression between non-otic groups. Future studies may improve sensitivity of non-otic reference samples through further division of embryo tissue into a larger set of non-otic sample groups from smaller domains as well as from different stages of development.

Another feature distinguishing the current study is our use of data representing purified populations of HCs and SCs in combination with data from OV tissues to evaluate expression in distinct branches of the lineage before and after bifurcation of HC and SC fates. As the goal of this study was not to specifically search for genes that are exclusive for distinct otic lineages, we succeeded in the identification of markers that are much more restricted to the developing inner ear than those previously identified. The conditions that we chose for the top ranking genes were guided by restriction to the otic lineage at E10.5 and further by enrichment in hair cells and supporting cells in the neonatal cochlea.

Our analysis identified and ranked top otic sensory lineage-specific transcripts including *Fbxo2, Col9a2*, and *Oc90*. We verified otic-specific expression of these genes using immunohistochemistry and *in situ* hybridization, which revealed novel expression patterns and concurred with the array data. *Fbxo2*/Fbx2 showed the most striking pattern of specificity to the otic sensory lineage. Although Fbx2 expression has been reported in neuronal populations of the CNS (Eom et al., 2004) our analysis identified very few regions of expression outside of the inner ear and none with the robust intensity found in otic tissues. A likely explanation is that *Fbxo2* is expressed in some non-otic cell types, but at a very low level compared to the otic vesicle. The lack of any phenotype in *Fbxo2* null mice besides selective cochlear degeneration is evidence that this gene is functionally specific to the inner ear (Nelson et al., 2007). From our study it is clear that both at the transcript level and the protein level *Fbxo2* stands out from all other genes as a highly specific and robust marker of the otic sensory lineage. This feature elevates *Fbxo2* to an important gene for future studies of otic sensory lineage development and gene regulation. *Col9a2* also showed highly specific expression in the otic sensory lineage at both the transcript and protein levels. Compared to *Fbxo2* and *Oc90, Col9a2* is not as highly restricted to the otic sensory lineage as it is also expressed in branchial epithelia and pronephros (Figures 7A–B′). Col9a2 expression is initially robust in the OV epithelial cells and in the neonatal cochlea becomes organized largely in extracellular domains, including the tectorial and basilar membranes and the tunnel of Corti. We were unable to achieve adequate performance from a *Col9a2* probe for *in situ* hybridization in order to evaluate transcript levels in the organ of Corti, but this gene would be an interesting choice for future studies with a reporter mouse model. *Oc90* expression is highly specific to the inner ear and includes the sensory lineage populations but is actually expressed at even higher levels in non-sensory otic cells. The array data show *Oc90* at robust levels in the OV as well as HCs and SCs as compared to the non-otic samples. *In situ* hybridization also confirms highly specific expression of *Oc90* in the OV and, although expression is detectable in sensory progenitors of the organ of Corti, the strongest region of *Oc90* expression is found in non-sensory otic cells. This could be reflective of a very broad dynamic range of *Oc90* expression in the neonatal cochlea combined with a highly sensitive microarray probe, detecting the gene robustly in P3 HCs and SCs, and very low expression in the non-otic tissue groups resulting in a high rank for *Oc90* in HCs and SCs despite even higher expression of this gene in other cells. Beside *Fbxo2, Col9a2*, and *Oc90*, our analysis has revealed additional candidate novel otic sensory lineage genes and provided comparative expression data for quite a few well-known otic genes. Novel genes that show high-ranking consensus expression in the otic sensory lineage populations, such as *Plekhb1, Btbd14a, Ap1m2, Kai1*, and *Faah*, would be excellent candidates for further studies of gene expression and function in this lineage. Additionally the results of this study will aid in the design of experiments that require carefully selected lists of genes to assay for cell identity. For example, we used these data to inform the design of the 96-gene expression assay applied in recent work using single cell analysis of individual OV cells to reconstruct the otocyst and early neuroblast lineages *in silico* (Durruthy-Durruthy et al., 2014).

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

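RNA from 9 pools of E10.5 tissue was measured on MouseRef-8 v2.0 arrays of 1 colour, with 3 pools each of OV, periotic tissue and embryo-minus-otic tissue. The authors deposited, for each probe and array, the average signal from GenomeStudio as an intensity that had not been normalized between arrays. Whether a background was subtracted is not stated, and no value was at or below 0. The deposited detection p-values change in steps of 1 in 798, the number of negative controls that this step implies. The mean number of beads behind a value and the slide of each array were not analysed here.

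Each array was assigned to its group by the tissue named in its label. Signals were log2 transformed with values under 1 set to 1, which changed no value, and quantile normalized over the 9 arrays. All 25697 probes were fitted with limma 3.58.1 in R 4.3.3 as one linear model with the 3 groups, moderated by an empirical Bayes prior. Each comparison was adjusted over all probes by the method of Benjamini and Hochberg, and the adjusted p is called *q*. The OV fold Δ set the OV mean against the larger non-otic group mean, with the *q* of that comparison, as in the paper. Probes were not averaged by gene. Where a gene had several probes, the one the paper lists was given first. The steps were tested on simulated data with 200 probes changed in OV. Each value was drawn independently from a normal distribution with a real probe's mean and residual SD. Such data hold no array effects and no correlation between probes, so they do not test how normalization removes array effects. For OV against embryo-minus-otic over 25697 probes, 99.0% of the changed probes were recovered, and for OV against periotic tissue 97.5% were. There were 10 false calls in each of these comparisons. Calls were counted at *q* under 0.05 without a fold threshold, so these values do not apply to the counts above 4-fold.

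Array symbols are those of the array's design. Of the 18120 symbols, 12036 were found as symbols in a reference gene table on assembly GRCm38.p6, 5204 through 1 synonym, and 880 were not matched. The table was used for names only, and chromosomes are those the deposited annotation gives.

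A probe counted as above background on an array at a detection p under 0.01, with 0.05 as the alternative. About 45% of probes passed on each array, from 43.9% to 47.3%. The groups' separation was tested by exact permutation over the 280 partitions of 9 arrays into 3 groups of 3.

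These choices were made before the data were examined: the comparisons, their thresholds, the alternatives, the genes named and the marker lists. Named genes were all genes the paper discusses from these arrays, the 10 probes with the highest OV fold Δ, the 5 with the largest drop in OV against the lower non-otic group, and the 5 with the largest change in each direction between the non-otic groups. Not all genes covered by this rule are reported here. Marker lists covered pan-epithelial, erythroid, heart muscle, liver and endoderm, limb and posterior body, neural tube, mesenchyme and otic neuroblast genes. When the pan-epithelial list was written, 16 of its genes were already known from the paper's tables to rank high in OV. Lists were tested with limma's fry, and with camera at its preset correlation, and their *q*-values were adjusted by Benjamini-Hochberg over the 24 comparisons of 8 lists. List medians were compared with 10000 random lists matched on mean intensity in bins of 200 probes.

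The alternatives were neqc with an offset of 16, median normalization, no normalization, only probes above background on all arrays of at least 1 group, a fit of only the groups compared, the replicate number as a block, an intensity trend in the prior, array weights, each array left out in turn, a test against a 2-fold change, a fold Δ above 3, the highest single non-otic array as the reference, Pearson correlation, probes scaled to unit variance and the other detection threshold. The hair cell and supporting cell arrays that the paper analysed beside these were not used here, so its consensus rankings were not recomputed. The copy of Supplemental File 1 at hand holds 1031 of its probes, sorted by OV rank, and was used only to match the probes of the paper's tables.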

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

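In this part, the tests of separate cell types for the lower probes and of the normalization were chosen only after the results were seen.

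The paper reports probes higher in OV, and the same thresholds in the other direction were not among its results. In the deposited data 16 probes were more than 4-fold lower in OV than in both non-otic groups (*q* under 0.001 in both, limma with Benjamini-Hochberg adjustment). They stand for *Tcfap2b* (3 probes), *Fez1* and *Hes5* (2 probes each), *Dbx1*, *Rfx4*, *Shh*, *Hoxd3*, *Ckb*, *Sst*, *A830059I20Rik*, *Nkx6-1* and *Hoxb4*, of which those outside the naming rule were named after their values were seen. For 6 of the 16 the OV level was not above background on any array, and 3 of these have a lower bound under 4-fold against at least 1 group. By the smaller of both drops *Tcfap2b* was first, 8.95-fold below periotic tissue and 9.70-fold below the embryo-minus-otic group. *Fez1* was 19.1-fold and 7.68-fold lower, and *Dbx1*, not above background in OV, at least 16.3-fold and at least 6.86-fold lower, which leaves the order of these genes open. Of 91 drawn splits of the 9 arrays into an OV group and 2 others, 1 gave a count as large, the real one. A random split of the arrays is therefore an unlikely source of the count. Splits that mix tissues add tissue differences to the spread within groups, which lowers their counts in advance. The share thus shows that the OV arrays differ from the rest as a group, and no more. A planned test asked whether mesenchyme, neural tube and blood lists were all low in OV, as they would be if these tissues were simply missing from the vesicle pools. It did not decide, since the lists moved apart: 23.99% of matched lists had a median as low as the mesenchyme list against periotic tissue, and none was as low as the neural tube list. Taken singly, an absence of mesenchyme is argued against. The mesenchyme list had a median of -0.057 log2 units against periotic tissue (fry *q* = 0.421), and its brightest probes were above background on all OV arrays near the periotic level, for example *Twist1* at 8.24 in OV and 8.25 in periotic tissue and *Pdgfra* at 8.31 and 8.49. *Foxc1* was lower in OV, at 7.42 against 7.82 (*q* = 0.0154, limma). *Col1a1*, a dimmer probe of the list, was also lower, at 6.11 against 6.43 (*q* = 0.0390, limma), and was not above background on any OV array. Against embryo-minus-otic the list was at -0.96, so a smaller amount of mesenchyme than there stays open. Whether OV cells or adhering mesenchyme carry these transcripts was not tested. Fewer blood cells could lower blood transcripts only, and among erythroid probes above background on all OV arrays the largest drop against periotic tissue was -1.65 log2 units. The 16 probes were lower by at least 1.88 log2 units in that comparison, lower bounds included, so fewer blood cells are argued against as the cause for the 16 as a set, while the smallest of these drops are close to the erythroid one. Against embryo-minus-otic the erythroid drops were larger, to -2.30 for *Eraf*, and that comparison alone would not exclude it. An absence of neural tube cells stays open and is consistent with the neural tube list, whose median was -0.53 log2 units against periotic tissue and kept its sign under each scaling. *Nkx6-1* is in that list and among the 16. Lower transcription of these genes in otic cells, a biological explanation that the tissue groups allow, cannot be separated from it in bulk tissue.

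Between the non-otic groups, which the paper uses as references, 757 probes were higher in embryo-minus-otic and 736 were higher in periotic tissue (*q* under 0.05, limma). The largest were *Myl4* at 50.6-fold, *Myl2* at least 35.2-fold, *Actc1* at least 30.9-fold, *Hoxc6* at least 22.8-fold and *Myl3* at least 20.5-fold higher in embryo-minus-otic. They are the largest by fitted value, and all but *Myl4* have only a lower bound, which leaves their places open. The real split was 1 of 10 splits of the 6 arrays, and none of the others gave a count as large as either of these in either direction. As 10 splits cannot give a share under 0.1, chance cannot be excluded this way. Without periotic tissue replicate 2 the count higher in periotic tissue was 482, of which 464 were among the 736. Normalization between arrays is argued against as the whole cause: 570 probes passed in the same direction under quantile normalization, neqc, median normalization and no normalization, 286 higher in embryo-minus-otic and 284 higher in periotic tissue. It remains open for the probes called under some scalings only. Different cell types in the dissections may account for part of the pattern. Of 5 lists with a direction set beforehand, 4 had a median that none of 10000 matched lists reached in that direction. The heart muscle list was higher in embryo-minus-otic by 3.86 log2 units (fry *q* = 1.66e-05), the liver and endoderm list by 1.23 (fry *q* = 1.63e-05) and the erythroid list by 0.46 (fry *q* = 0.163), and the neural tube list was lower by -0.27 (fry *q* = 2.28e-04). All 4 kept their direction under each scaling. For the erythroid list camera gave *q* = 1.20e-04, the camera call of these lists that fry did not share. The limb and posterior body list, at 0.025, lay within the matched lists, with 27.35% as high, though fry gave *q* = 1.67e-04. Only 3 of its 10 probes were above background, with a median of 1.16. Beyond these lists, the mesenchyme list was higher in embryo-minus-otic by 0.89 (fry *q* = 1.96e-05). A difference in expression within a cell type, which the regions of the embryo could bring, was not tested.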

How the results depend on the processing

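No test in this part was chosen only after the result was seen. Counts above 4-fold depended on the background and the threshold. With neqc they were 111 against embryo-minus-otic, 155 against periotic tissue, 98 against the higher non-otic group and 47 lower in OV than in both. These include all 51, 70 of the 71, all 44 and all 16 of the probes otherwise counted. A background left in the signal compresses folds by construction. With the test against a 2-fold change the first 3 counts were 93, 133 and 82, and with a fold Δ above 3 they were 81, 113 and 70, thresholds that are lower by construction. The remaining alternatives, each array left out in turn among them, kept these counts within 1.5 times. With an array left out they ranged from 44 to 54, from 66 to 72, from 40 to 47 and from 14 to 19. When the probes were ranked again under each alternative, all of the 200 then highest had *q* under 0.05. Among these were 164 of the original 200 with neqc, 185 with median normalization and 193 without normalization.

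Between the non-otic groups, 315 probes were higher in embryo-minus-otic with median normalization, all among the 757, and 371 without normalization, where 325 were higher in periotic tissue. The cause was not tested. The share of calls higher in embryo-minus-otic was 50.7% after quantile normalization, 28.0% after median normalization and 53.3% without normalization. With an array left out the counts ranged from 522 to 755 higher in embryo-minus-otic and from 482 to 750 higher in periotic tissue, the lowest without periotic tissue replicate 2.

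The principal component result stayed past the threshold in every alternative. For the correlation, the scalings do not alter ranks within an array and so test nothing, and its p was the smallest possible in the others. With an array left out the correlation and principal component values had ranges of 0.0183 to 0.0230 and 8.77 to 11.8. The pan-epithelial list stayed higher in OV throughout, with medians from 1.06 to 1.40 when an array was left out.

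Replicate numbers were not taken to pair the arrays. Over 9 pairs of the same number in different groups, the correlation of deviations from the group means ranged from 0.0080 to 0.18, and 5 pairs were over 0.1. Over pairs of different numbers it ranged from -0.14 to 0.049. All 9 pairs of the same number were positive, so the values lean towards a weak sharing between arrays of the same number. The main fit leaves such a sharing out. With the replicate number as a block, 840 and 829 probes differed between the non-otic groups, the counts of OV probes were 51, 71, 44 and 16 as without it, and the pan-epithelial median was 1.24.

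When the OV fold Δ of each named probe was recomputed under each alternative, 1259 values stayed on their side of the threshold, 23 lost the call and 7 gained it. The lost calls were those of the second probes of *Gjb2*, in 6 alternatives, and *Sox2*, in 7, and of probes of *Lmx1a*, *Bdnf*, *Pax2*, *Plekha4* and *Sh3gl2* whose fold Δ is a lower bound. Between the non-otic groups 354 such values stayed on their side of the threshold and 7 changed direction, none of them past it. The cause was not tested. They were *Fbxo2* without normalization (periotic tissue over embryo-minus-otic 0.953) and with array weights (0.995), in fits without an array (0.953 without periotic tissue replicate 3 and 0.983 without embryo-minus-otic replicate 2, in a range from 0.953 to 1.07 over the arrays left out), and *Col9a2* with median normalization (1.01) and without an array (1.08 without periotic tissue replicate 2 and 1.005 without embryo-minus-otic replicate 3, in a range from 0.945 to 1.08). The call for *Lmx1a* was lost without normalization. All 23 lower bounds rose with the detection threshold of 0.05, 14 of them by more than the SD between OV arrays. Probes near background bound what can be seen, since levels below it are not measured.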

Differences from the paper's values

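No test in this part was chosen only after the result was seen.

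The paper's counts and fold Δ values differed from those here by less than 1.5 times, apart from lower bounds. The paper counts 54 probes against the embryo-minus-otic group and 47 against the higher non-otic group, and the counts here were 51 and 44. The count of 54 was reached without embryo-minus-otic replicate 1, and that of 47 with median normalization and without OV replicate 1. Over the 53 probes of Tables 1 and 3 the ratio of the OV fold Δ here to the paper's ranged from 0.634, a lower bound, to 1.20, with a median of 0.965, and the call between the non-otic groups was the same for all 30 probes of Table 1. The *q*-values compared were those the paper's text gives for *Oc90*, *Fbxo2*, *Col9a2* and *Lmx1a*, and the following differed by more than 1.5 times. Other *q*-values of Table 1 differed by more than that as well. Among them, the *q* of the OV fold Δ was lower here for *Gata3* (8.03e-11) and higher here for *Spp1* (2.14e-09). All values here come from limma.

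For the OV fold Δ of *Oc90*, the paper's *q* is 2.08E-09 and the value here was 3.62e-10. Of 17 alternatives set before the data were examined, 3 came within 1.5 times of the paper's value, namely detected probes only, without periotic tissue replicate 2 and without embryo-minus-otic replicate 2, and 14 did not. For *Fbxo2* the paper's *q* is 1.74E-12 and the value here was 4.84e-12, with array weights coming within that range and the other 16 not. For *Col9a2* the paper's *q* is 1.49E-09 and the value here was 3.86e-10. The fits without periotic tissue replicate 3, without embryo-minus-otic replicate 2 and without embryo-minus-otic replicate 3 came within that range and the other 14 did not. For *Lmx1a* the paper's *q* is 3.38E-04 and the value here was 2.61e-12, and none of the 17 alternatives came within that range. The paper's Supplemental File 1 gives this same *q* for another *Lmx1a* probe as well, so the probe it belongs to is not certain. Between the non-otic groups, the paper's *q* for *Lmx1a* is 0.005 and the value here was 0.0019. The fit of only the groups compared and the fits without OV replicate 1 and without OV replicate 2 came within that range, and 14 did not. All of these values are on the same side of the paper's threshold.

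The OV mean log2 intensities of the 30 probes of Table 1 were lower here, with differences from -0.94 to -0.64 and a median of -0.92. The paper normalized these arrays together with 6 others, a step that was not repeated here.

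Among the first 10 probes of Table 1 the OV rank differed by at most 2 places. The paper places *Col9a2* above *Rbm35a* by OV rank, and here *Rbm35a* ranked 9 and *Col9a2* 10. *Spp1* stands above *Cldn6* and *Wfdc2* in the paper, and here it ranked 7, below *Cldn6* at 5 and *Wfdc2* at 6. Of the 30 probes of Table 1, 27 were among the 30 highest here.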

Other observations

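In this part, the tests of OV replicate 1, the split test of the 200 highest probes and the 9 splits that kept the OV arrays together were chosen only after the results were seen.

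Heart muscle transcripts were above background on 1 of the 3 OV arrays. On OV replicate 1 the log2 intensity of *Myl4* was 7.65 and that of *Nppa* 6.81, against 5.88 and 5.93 on OV replicate 2 and 5.73 and 5.75 on OV replicate 3. The heart muscle list was higher on OV replicate 1 than on the mean of the other OV arrays by a median of 0.78 log2 units. A higher background of dim probes on that array is argued against, since none of 10000 lists matched on mean intensity was as high and the upper limit of their medians was 0.12. A candidate explanation is RNA of the rest of the embryo in OV replicate 1, in its pool or on its array. It predicts that other transcripts of the embryo-minus-otic group follow. Over the 11 probes at least 8-fold higher in embryo-minus-otic than in periotic tissue, with heart and muscle genes left out, OV replicate 1 was higher than the other OV arrays by a median of 0.63 log2 units, with 10 of 11 probes higher and none of 10000 matched lists as high. *Otx1* was the exception. On OV replicates 2 and 3 the same median was -0.32 and -0.38. The direction was the same under neqc, median normalization and no normalization, where the median of OV replicate 1 was 1.06, 0.62 and 0.77. Without normalization the median of all probes on that array was itself higher by 0.17. Set against the embryo-minus-otic level on the linear scale, the excess was 4.55% over the 8 probes not above background on the other OV arrays. For probes at least 2-fold higher in periotic tissue than in embryo-minus-otic the median on OV replicate 1 was 0.023 log2 units. Their excess, also set against the embryo-minus-otic level, was 3.26% over 14 probes on OV replicate 1 and 2.06% on OV replicate 2. On OV replicate 3 it was -0.24% over 13 probes. RNA of the rest of the embryo would give both sets of probes a similar share. This comparison therefore speaks neither for nor against it. The erythroid list was also higher on OV replicate 1 (0.80) and lower on OV replicate 3 (-0.90). No biological explanation was tested, since the OV arrays share a condition. Without OV replicate 1, 52 probes were more than 4-fold higher in OV than in embryo-minus-otic, 69 than in periotic tissue and 47 than in the higher non-otic group, of which 48, 68 and 42 were among those counted with it.

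The pan-epithelial list, 35 probes of 25 genes, was higher in OV than in embryo-minus-otic by a median of 1.24 log2 units (fry *q* = 5.89e-06, camera *q* = 3.63e-39) and than in periotic tissue by 1.73 (fry *q* = 3.71e-06). Of the 35 probes, 33 were higher in OV than in embryo-minus-otic, 27 of them at *q* under 0.05 over all probes and 30 adjusted over the list alone. The split into OV and embryo-minus-otic was the 1 of 10 with a median as large, too few for chance to be excluded. A higher share of epithelial cells in the vesicle pools than in the mixed non-otic tissues may contribute. It predicts that the list also separates the non-otic groups by their epithelial content. Embryo-minus-otic was higher than periotic tissue by 0.16 (fry *q* = 0.0036), with none of 10000 matched lists as high. The epithelial content of these groups was not measured apart from the list. This outcome therefore cannot tell a share of cells from expression per cell. The comparison with OV is not independent evidence for the genes already known to rank high. Higher expression per epithelial cell in OV stays open. *Oc90*, *Fbxo2* and *Col9a2* could be higher in OV for the same reason. In that case they would follow the list between the non-otic groups, where the median of their differences was 0.014. The standard errors of 0.10 to 0.16 are too large to tell a shift of the list's size from none in a single gene and the probes are near background in the non-otic groups, so epithelial content and otic expression cannot be told apart by this test for these 3 genes. Against embryo-minus-otic, *Oc90* (14.8-fold) and *Fbxo2* (14.4-fold) rose more than the highest probe of the list (*Cldn6*, 8.84-fold), and *Col9a2* (6.57-fold) less than that probe. Against periotic tissue, *Cldn6* (21.1-fold) and *Rbm35a* (16.2-fold) of the list rose more than *Fbxo2* (14.1-fold). The lower bound of *Oc90* there (at least 15.0-fold) lies below both. A rise of the size of the list's median does not account for the 3 genes. They were chosen for high ranks on these arrays, so the size of their rise alone does not decide. Outside the arrays, the paper reports Fbx2 protein at E10.5 throughout OV and in almost no other tissue. It also reports *Oc90* RNA as highly specific to OV at that stage. These images argue against a general epithelial signal for *Fbxo2* and *Oc90*. For *Col9a2* the paper saw protein in branchial epithelia and pronephros as well.

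The remaining list values were as follows, as medians in log2 units. In OV against embryo-minus-otic the erythroid list was at -1.78, the heart muscle list at -3.52, the liver and endoderm list at -1.62, the limb and posterior body list at -0.11 and the neural tube list at -0.26. Against periotic tissue the erythroid list was at -1.28, the heart muscle list at 0.27, the liver and endoderm list at 0.030 and the limb and posterior body list at 0.0060. For the latter 2 lists the mean had the other sign (-0.030 and -0.016), and fry called neither. The heart muscle value depends on OV replicate 1, where the list was higher than on the other OV arrays by a median of 0.78. On OV replicates 2 and 3 *Myl4* (5.88 and 5.73) was below its periotic mean of 6.03. *Nppa* (5.93 and 5.75) was above its periotic mean of 5.72, so the sign of the heart muscle list is not settled. The otic neuroblast list was at 0.059 against embryo-minus-otic, a sign that turned without normalization (-0.049), at 0.086 against periotic tissue, and at 0.074 for embryo-minus-otic against periotic tissue. In OV fry called it (*q* = 0.0021 and 0.0013) and camera did not. Among its probes only that of *Neurod1* differed, by 1.74 against embryo-minus-otic (*q* = 5.48e-08, limma) and 1.81 against periotic tissue.

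Splits of the arrays were also counted for the probes higher in OV. For more than 4-fold higher in OV than in embryo-minus-otic and than in periotic tissue, the real split was 1 of 10 splits of the 6 arrays, and none of the others gave a count as large as 51 or 71 in either direction. These splits are too few to exclude chance. For the 44 probes against the higher non-otic group, 1 of 91 drawn splits gave a count as large, the real one. The 9 splits that kept the OV arrays together and mixed the non-otic arrays, none of them among the drawn ones, gave 49 to 53 probes, and 12 to 15 probes lower in OV than in both groups. These make up 9 of 840 possible splits, and their 49 to 53 probes exceed the 44 of the real one. Splits that mix OV arrays with others add tissue differences to the spread within groups, which lowers their counts in advance. The test thus shows that the OV arrays differ from the rest as a group, and no more. For the 200 highest probes with *q* under 0.05, 1 of 91 drawn splits gave a count as large, the real one, with the same limit.

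Other otic markers the paper discusses had the following OV fold Δ. *Sox9* had 4.08 at rank 41, *Eya1* 2.46 at rank 113 and *Jag1* 2.27 at rank 139. *Pax8* was at least 1.80-fold and *Pax2* at least 1.04-fold higher in OV, with no non-otic array above background. The *Pax2* probe was itself close to background in OV, with a mean log2 intensity of 6.27. The lowest level above background on the OV arrays was 6.17 to 6.24, so this probe says little about *Pax2*. By staining, the paper describes strong Pax2 in OV and abundant Pax2 in pronephros and central nervous system. A probe for *Sox10* was not analysed here.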
